# Dysregulated ac4C modification of mRNA in a mouse model of early-stage Alzheimer’s disease

**DOI:** 10.1186/s13578-025-01389-8

**Published:** 2025-04-13

**Authors:** Hao-Nan Ji, Hai-Qian Zhou, Jing-Bo Qie, Wen-Mei Lu, Hai-Tao Gao, Dan-Hong Wu

**Keywords:** ac4C, Gene transcription, Proteomics, Alzheimer’s disease, Hippocampus

## Abstract

**Background:**

The identification and intervention of Alzheimer’s Disease (AD) in its early-stage allows for the timely implementation of lifestyle modifications and therapeutic strategies. Although dysregulation of protein expression has been reported in the brain from AD patients and AD animal models, the underlying mechanisms remain poorly understood. N4-acetylcytidine (ac4C), the only known form of RNA acetylation in eukaryotes, has recently been shown to regulate mRNA stability and translation efficiency. However, the dysregulation of ac4C associated with abnormal protein expression levels in the brain of early-stage mouse models of AD remains to be elucidated.

**Methods:**

This study investigated ac4C modifications, mRNA and protein expression in the hippocampus of 3 and 6-month-old 5×FAD mice, a mouse model of AD, and wild-type (WT) littermates. The multi-omics analysis was performed: acetylated RNA immunoprecipitation followed by next-generation sequencing (acRIP-seq) to identify ac4C mRNAs, deep RNA sequencing (RNA-seq) to quantify mRNA abundance, and label-free quantitative proteomics to assess protein expression levels. In addition, we used acRIP-qPCR, regular qPCR and western blots to verify the ac4C, mRNA and protein levels of some key genes that were identified by the high-throughput assays.

**Results:**

Proteomic analysis revealed significant change of protein expression in the hippocampus of 3-months-old 5×FAD mice, compared with WT littermates. In contrast, RNA-seq analysis indicated that there were no substantial alterations in mRNA expression levels in the hippocampus of 3-months-old 5×FAD mice, compared to WT littermates. Strikingly, acRIP-seq revealed notable variations in ac4C modification on mRNAs, particularly those associated with synaptic structure and function, in the hippocampus of 3-months-old 5×FAD mice, compared with WT littermates. The ac4C modifications were found to be correlated with protein expression changes. Genes that are essential for synaptic function and cognition, including GRIN1, MAP2, and DNAJC6, exhibited reduced ac4C and protein levels in 3-months-old 5×FAD mice, without any corresponding changes in the mRNA levels, compared with WT littermates. Moreover, only a small part of dysregulated ac4C mRNAs identified in the 3-month-old 5×FAD mice were found in the 6-month-old 5×FAD mice.

**Conclusions:**

Altogether these results identified abnormal ac4C modification of mRNAs that may contribute to the dysregulation of protein synthesis in the hippocampus from an early-stage mouse model of AD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-025-01389-8.

## Background

Alzheimer’s disease (AD) is a complex neurodegenerative disorder characterized by progressive cognitive decline and memory loss [1]. AD is a prevalent central nervous system disorder that can lead to neuropathological alterations in specific brain regions, including the hippocampus, temporal cortex, and amygdala [2]. As the most common form of dementia, AD affects millions worldwide and places a significant burden on healthcare systems. The pathological hallmarks of AD include the accumulation of amyloid-beta (Aβ) plaques, hyperphosphorylated tau tangles, neuroinflammation, and neuronal loss [3]. Although extensive research has focused on these hallmark features, the early molecular mechanisms driving AD pathology remain inadequately understood. Furthermore, current therapeutic options for AD are limited, with irreversible neuronal damage posing a significant obstacle to effective treatment. Understanding the pathological alterations occurring in the early-stages of AD—when cognitive function is largely preserved—is particularly important [4, 5]. Intervention during early-stages could prevent or delay cognitive decline, providing a critical window of opportunity to mitigate disease progression before irreversible damage occurs. Therefore, identifying these early molecular mechanisms is essential for developing preventive therapies that preserve cognitive function and improve patient outcomes. Discovering these initial pathways is crucial for advancing preventive strategies and novel therapeutic targets that delay or halt AD progression.

One critical aspect of gene regulation that has gained attention in recent years is post-transcriptional modifications, whichsignificantly modulate RNA stability and translation efficiency. Post-transcriptional modifications of mRNA, including N6-methyladenosine (m6A), N4-acetylcytidine (ac4C), and 5-methylcytosine (m5C), are essential for the proper functioning of mRNAs. These modifications can influence mRNA metabolism by altering splicing, export from the nucleus, and translation efficiency [6]. For example, m6A modification, extensively studied for its role in regulating RNA stability and translation across various cellular contexts, has been the primary focus of epitranscriptomic research in neurodegenerative diseases [7, 8]. In contrast, the roles of RNA acetylation in the pathogenesis neurodegenerative diseases are relatively unexplored. Ac4C is the only known form of RNA acetylation in eukaryotes [9]. Studies in cell biology have elucidated the mechanisms by which ac4C modifications influence mRNA stability and translation efficiency [10, 11]. Ac4C modifications significantly enhance mRNA stability through increasing the interaction of mRNA with the ac4C writer NAT10. On the other hand, mRNA acetylation reciprocally enhances translation by promoting interaction with cognate tRNAs. Our recent study indicated that the stoichiometry levels of ac4C were 2-fold higher than m6A in mouse hippocampus [12], which suggest that ac4C may be a previously-ignored epitranscriptomic mechanism regulating hippocampal functions. In addition, NAT10, the only known ac4C writer has been implicated in aging-related diseases [13, 14]. Furthermore, the dysregulation of energy metabolism is a hallmark of AD, and acetyl-CoA, a central metabolite in cellular energy pathways, plays a critical role in this process [15, 16]. It is notable that ac4C modifications requires acetyl groups derived from acetyl-CoA, and thus fluctuations in acetyl-CoA levels in AD may directly impact ac4C deposition. Recent studies have begun to elucidate the role of NAT10 (N-acetyltransferase 10)-mediated ac4C modifications in various physiological and pathological processes [17], particularly in neurodegenerative diseases [18]. These functions underscore the potential of ac4C modifications as therapeutic targets in neurodegenerative diseases like AD, where cellular stability, protein homeostasis, and neuronal health are critically compromised. Our previous research has also revealed that neural activities, such as learning and memory, can specifically regulate ac4C-mRNA modification levels at synaptic sites. The ac4C-mRNA at synapses is upregulated following memory formation but returns to baseline levels after natural forgetting, demonstrating that the regulation of ac4C by learning and memory is localized, dynamic, and specific [12]. Given the role of ac4C in regulating mRNA dynamics [12, 19], alterations in ac4C modification could contribute to the molecular pathophysiology of AD. However, the results from previous studies did not reveal the transcriptional regulatory mechanisms at the early-stages of AD.

Recent advances in sequencing technologies have greatly enhanced our understanding of gene expression and protein dynamics at the molecular level. In this context, we have used protein sequencing to analyze expression profiles and post-translational modifications critical for elucidating disease mechanisms. Similarly, we have used mRNA sequencing to delineate the transcriptomic landscape, capturing a comprehensive set of expression patterns and splicing variants critical during key stages of cellular development or disease progression. we used 5×FAD mice in this study to facilitate targeted studies of early-stage Alzheimer’s disease. The 3-month-old 5×FAD mice have been widely used as an early-stage mouse model of AD due to the following reasons. It exhibits early Aβ plaque formation that align with preclinical stages of AD in humans [20, 21]. However, no neurite dystrophy, neuronal loss or obvious cognitive deficit were observed at 3 months old in 5×FAD mice [22]. In contrast, deficient synaptic plasticity such as impaired LTP, and neuroinflammation such as astrogliosis and microgliosis may appear at 3 months old in 5×FAD mice [23–25]. Cognitive deficits like impaired spatial and working memory usually start from 5 to 6 months old in 5×FAD mice [26]. Progressive neuronal loss usually begins at 6-months old in brain regions with pronounced amyloidosis [27]. We constructed a detailed map of gene and protein expression using these advanced molecular techniques. In addition, we used acetylation RNA immunoprecipitation sequencing (acRIP-seq) to study changes in acetylated RNA in the early-stages of AD. This approach is critical for elucidating regulatory mechanisms at the RNA level, particularly post-transcriptional modifications that affect RNA stability and translation efficiency. By integrating data from protein sequencing, mRNA sequencing, and acRIP-seq, our goal is to provide a comprehensive view of the molecular dynamics involved, thereby providing deeper insights into cellular functions and the pathological basis of AD. Moreover, orthogonal experiments confirmed the significance of key early AD genes at the protein, mRNA and ac4C-modified mRNA levels. This comprehensive validation approach serves to reinforce the reliability of sequencing results, emphasize the pivotal role of these biomarkers in the pathogenesis of early AD and establish a robust framework for understanding post-transcriptional functions in early AD.

## Results

### Amyloid pathology manifests in 3-month-old 5×FAD mice without concomitant cognitive deficits

We used 5×FAD transgenic mice, a widely used model, to overexpress human amyloid precursor protein (APP695) with the Swedish (K670N/M671L), Florida (I716V), and London (V717I) mutations under the control of the murine Thy-1 promoter, and human presenilin-1 (PS1) with the M146L and L286V mutations [28]. The model was established using C57BL/6J background embryos via standard pronuclear injection techniques. Western blot analysis of hippocampal protein extracts from 3-month-old 5×FAD mice confirmed increased APP expression compared to WT controls (Fig. 1A), consistent with previous studies [23, 29]. Anti-Aβ1–16 (6E10) is a widely used monoclonal antibody that specifically recognizes APP and its cleavage product, Aβ, specifically Aβ (1–16/17) [30]. To assess the accumulation of amyloid plaques, we performed immunohistochemistry using the 6E10 on hippocampal sections from 3-month-old 5×FAD mice. Immunohistochemistry using the 6E10 revealed significant amyloid plaque accumulation in 3-month-old 5×FAD mice (Fig. 1B, C, D). Behavioral tests, including the Morris water maze, showed no significant differences in cognitive performance, swimming speed, or distance traveled between 5×FAD and WT mice (Fig. 1E-H). These findings align with numerous studies [21, 28, 31], which also indicate that while 5×FAD mice show early pathological characteristics, such as increased APP expression and β-amyloid plaques, cognitive impairments are not observed at 3 months of age.

**Fig. 1:**
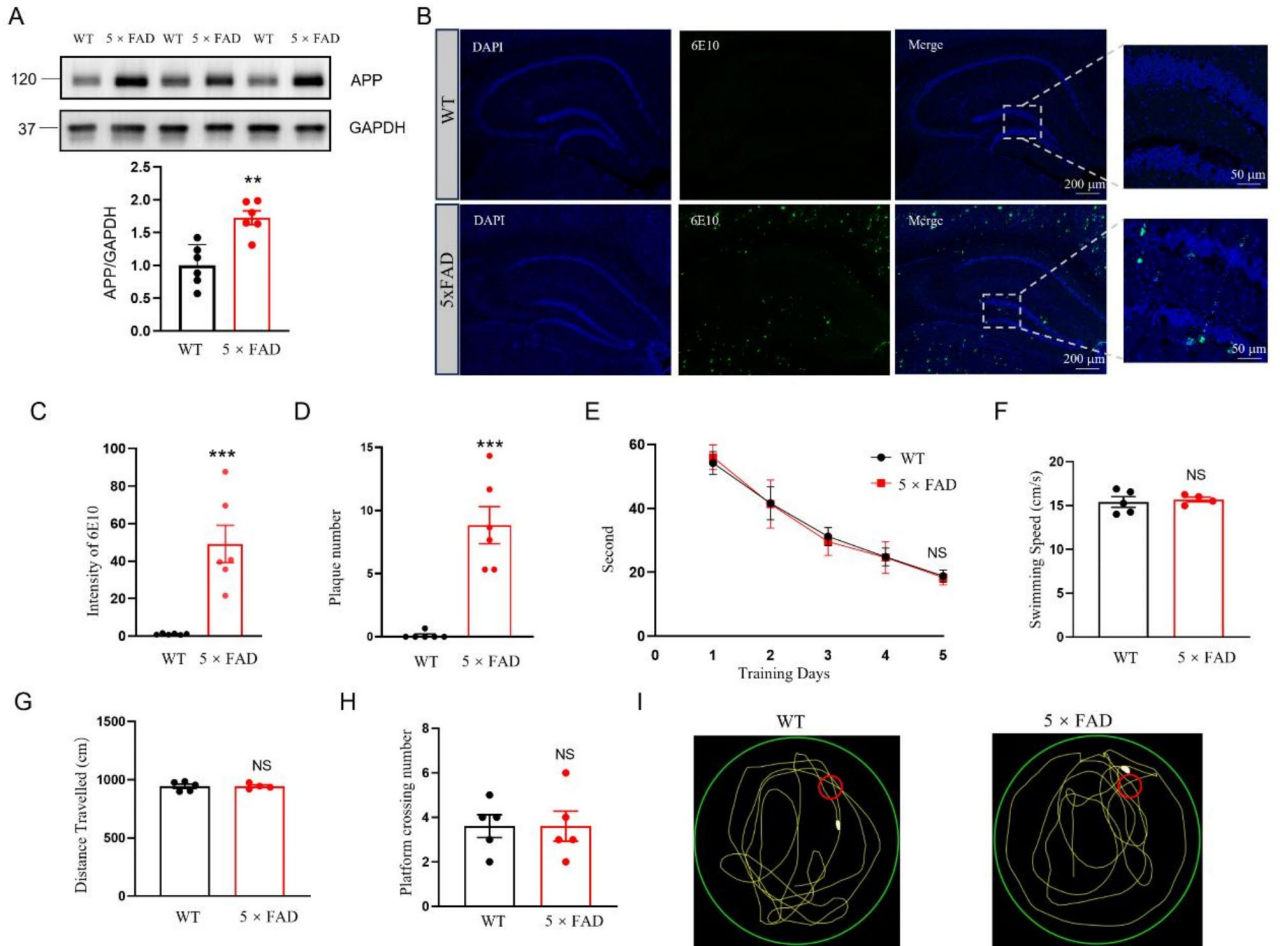
Molecular and behavioral validation of early Alzheimer’s disease pathology in 3-month-old 5×FAD mice. **A** Western Blot Analysis: Shows the protein expression levels of APP in the hippocampus. The higher expression levels in 3-month-old 5×FAD mice compared to WT controls demonstrate the successful expression of Alzheimer’s disease-related transgenes. Top, representative western blot images; bottom, quantification data. *n* = 6 biological replicates at each condition, ** *P* = 0.0013, two-tailed t-test. Data were normalized by WT. **B-D** Immunohistochemistry for Amyloid Beta (6E10): **B** Overview showing amyloid plaque distribution in the hippocampus. Scale bars: left, 200 μm and right, 50 μm. **C** Quantification of amyloid beta intensity in 5×FAD mice and WT mice. **D** Quantification of amyloid beta plaque accumulation, substantiating increased plaque number in 5×FAD mice versus WT controls. **E** In the Morris water maze test, there were no significant differences in cognitive performance between 5×FAD mice and WT mice, suggesting the absence of early cognitive decline in this model at 3 months of age. *n* = 5 mice, NS, not significant, one-way ANOVA. **F** Compares the swimming speed between 5×FAD and WT mice, showing no impairments in motor functions: NS, not significant, two-tailed t-test. **G** Analysis showing the distance traveled during the Morris water maze test, with similar results between 5×FAD and WT mice, indicating normal locomotor activity. NS, not significant, two-tailed t-test. **H** Total number of platform crossings. NS, not significant, two-tailed t-test. **I** Detailed tracked paths from the Morris water maze, demonstrating no significant differences in memory recall or learning ability between the two groups

### Comparative proteomic profiling of hippocampal tissue from 3-month-old WT and 5×FAD mice

To investigate proteomic changes in the hippocampus associated with early AD, we performed a comparative proteome analysis of the hippocampus of 3-month-old WT and 5×FAD mice. A total of 5904 proteins were identified in the WT group and 4838 in the 5×FAD group, of which 5047 and 4720 proteins were successfully quantified after match between run (MBR) correction (Fig. 2A). Correlation analysis showed higher intra-group consistency compared to inter-group samples (Fig. 2B), and Principal Component Analysis (PCA) revealed distinct clustering between WT and 5×FAD samples, highlighting divergent proteiome profiles (Fig. 2C). A Venn diagram highlighting distinct protein subsets, with 715 proteins uniquely present in WT mice (“AD absent”), 388 proteins specific to 5×FAD mice (“AD unique”), and an overlap of 4,332 proteins shared by both groups (“Overlay”, Fig. 2D). Among common genes, we identified 1757 down-regulated and 70 up-regulated proteins in 5×FAD samples compared to the WT group, with a total of 458 up-regulated and 2472 down-regulated proteins identified when including unique protein subsets (Fig. 2E-F). However, due to the limited number of up-regulated genes, no significant KEGG pathways were enriched (Fig. 2G). In contrast, down-regulated proteins in the 5×FAD group were associated with a variety of biological processes and pathways, including KEGG pathways related explicitly to neurodegenerative diseases, such as “Pathways of Neurodegeneration-Multiple Diseases” and “Alzheimer’s Disease” (Fig. 2H). We performed an analysis of enriched cell types associated with ‘AD down’ proteins using data from the single-cell RNA sequencing database (Dropviz, https://dropviz.org). Our results showed that the majority (72.27%) of downregulated proteins were predominantly expressed in excitatory neurons, while 23.13% were enriched in GABAergic interneurons. A smaller fraction (4.6%) was associated with glial cells (Fig. 2I). These results highlight significant molecular changes in the 5×FAD hippocampus, primarily driven by the downregulation of proteins associated with neurodegeneration. This highlights early proteomic changes that may contribute to the progression of AD.

**Fig. 2:**
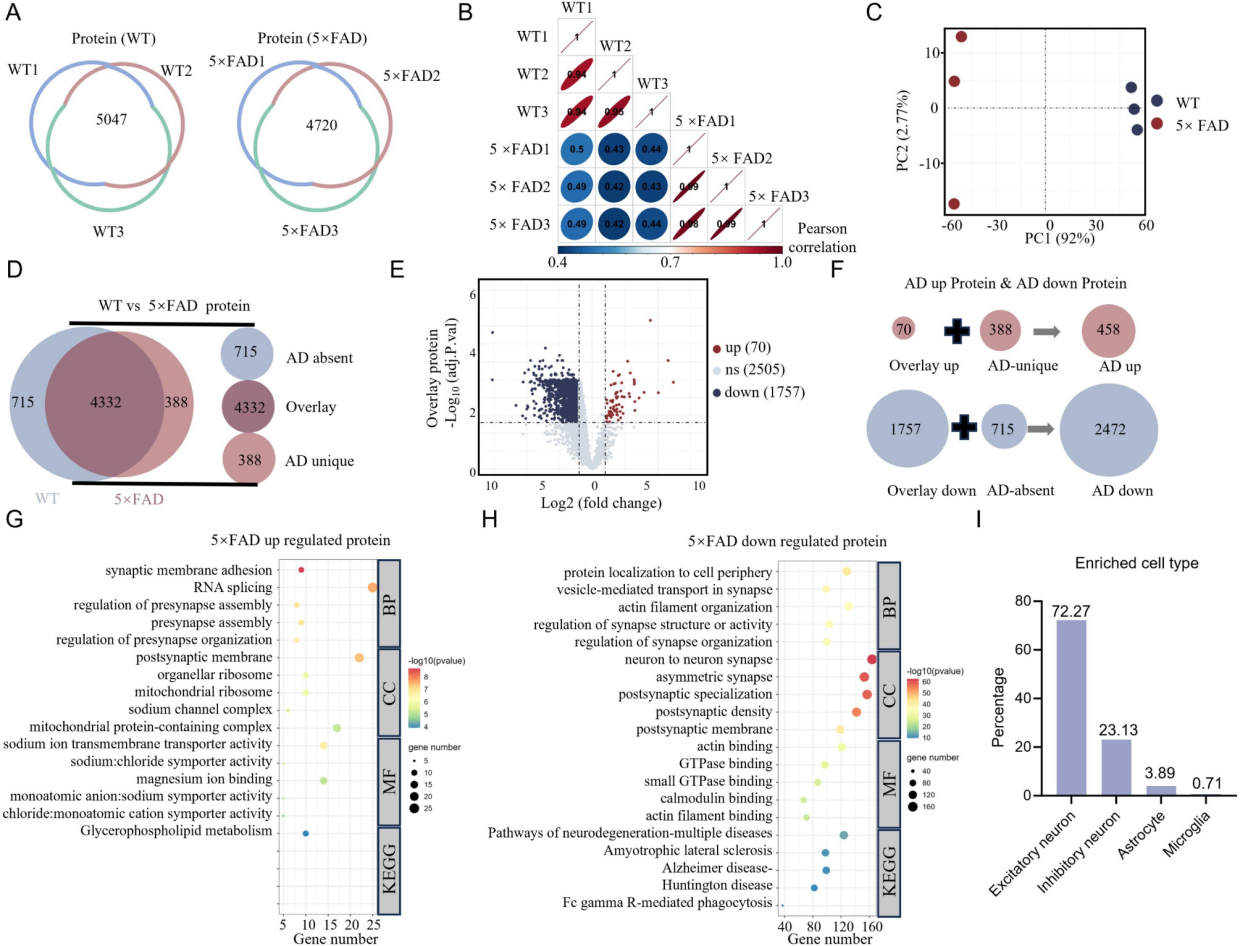
Proteomic analysis of the hippocampus of 3-month-old WT and 5×FAD mice. **A** Proteomics-based LC-MS/MS analysis was performed on the hippocampus of 3-month-old WT and 5×FAD mice in three independent biological replicates, identifying 5904 and 4838 proteins, and successfully quantifying 5047 and 4720 proteins in WT and 5×FAD mice after MBR, respectively. **B** Correlation analysis revealed higher intra-group correlations than inter-group correlations. All samples showed higher intra-group correlations, with the correlation values visualized in an ellipse plot. The shape of the ellipse corresponds to the absolute value of the correlation, with flatter ellipses indicating stronger correlations. Black numbers represent pairwise Spearman’s correlation coefficients between the indicated samples. **C** The top 50% of proteins, sorted by mean absolute deviation (MAD), were selected for principal component analysis (PCA). The PCA plot showed a clear clustering of the samples, with blue dots representing WT mice and red dots representing 5×FAD mice. **D** A Venn diagram illustrating the overlap of proteins detected in both WT and 5×FAD mice. “AD absent” refers to proteins detected only in WT mice, “Overlay” refers to proteins detected in both groups, and “AD unique” refers to proteins detected only in 5×FAD mice. **E** Volcano plot of overlay proteins showed that 1757 proteins were downregulated in the 5×FAD group compared to WT, while only 70 proteins were upregulated. Differentially expressed proteins were defined as having an adjusted p-value < 0.05 and a fold change > 2, with statistical correction using the least squares method and Bayesian adjustments. Blue dots indicate downregulated proteins, red dots represent upregulated proteins, and gray dots are non-significantly different proteins. **F** The composition of differentially expressed proteins is detailed, with 458 upregulated proteins in 5×FAD mice. These include the 70 overlay upregulated proteins and 388 AD unique proteins. In addition, 2472 downregulated proteins were identified, consisting of 1757 overlay downregulated proteins and 715 AD-unique proteins. **G**-**H** GO and KEGG pathway enrichment analyses were performed for the differentially expressed proteins. For the upregulated proteins, the top 5 Biological Processes (BP), Molecular Functions (MF), Cellular Components (CC), and KEGG pathways were summarized (G). Similar analyses were performed for the downregulated proteins (H), with an adjusted p-value threshold of < 0.05. **I** The bar graph show enriched cell types for the expression of decreased proteins. 72.27% of these proteins were predominantly expressed in excitatory neurons and 23.13% were enriched in GABAergic interneurons, while a smaller proportion (4.6%) were enriched in glial cells

### Minimal mRNA changes occur in the early-stages of Alzheimer’s disease model

To assess transcriptomic changes in the hippocampus of 3-month-old WT and 5×FAD mice, we performed mRNA sequencing with three biological replicates per group, and considered results reliable if detected in at least two replicates. Approximately 96% of the mRNAs in the RNA-seq data met this reliability criterion. A total of 16,237 reliable mRNAs were identified in the WT group and 16,108 in the 5×FAD group (Fig. 3A). Correlation analysis showed a high degree of consistency both within and between groups, as evidenced by the high Spearman’s correlation coefficients (Fig. 3B). PCA of the top 50% most variable mRNAs indicated that clustering differences between the WT and 5×FAD groups were subtle (Fig. 3C). Most mRNAs were shared between the two groups, with 16,108 overlapping transcripts, while 15 were unique to WT (Fig. 3D). A scatter plot of TPM means for mRNA expression levels showed a strong correlation (*R* = 0.9942), indicating that expression patterns were largely conserved between the two groups (Fig. 3E). Despite this overall similarity, differential expression analysis using edgeR identified a limited number of specific changes that met the criteria of an adjusted p-value of less than 0.05 and a fold change greater than 2 (Fig. 3F). A mere 0.47% of the mRNA exhibited differential expression (Fig. 3G). Specifically, three mRNA were found to be differentially expressed in association with up-regulated protein, while six mRNA were found to be differentially expressed in association with down-regulated protein (Fig. 3H). Cross-referencing these differentially expressed mRNAs with an AD model database (AD Knowledge Portal, https://adknowledgeportal.synapse.org/) revealed 66 overlapping transcripts, consistent with previously reported 5×FAD RNA-seq data and confirming the reliability of our results, as shown by a high correlation in fold change (*R* = 0.9126) (Fig. 3I-J). In conclusion, although the global mRNA expression patterns in 5×FAD mice were similar to those of WT controls, a small subset of differentially expressed transcripts may play a critical role in initiating early molecular changes during the early-stages of AD. However, this also means that the significant changes observed in the proteome of 3-month-old 5×FAD mice may not be entirely due to changes in mRNA expression. Factors not differentially expressed at the mRNA level may influence protein expression, highlighting the importance of post-transcriptional modifications as key elements in the early pathophysiological processes of AD.

**Fig. 3:**
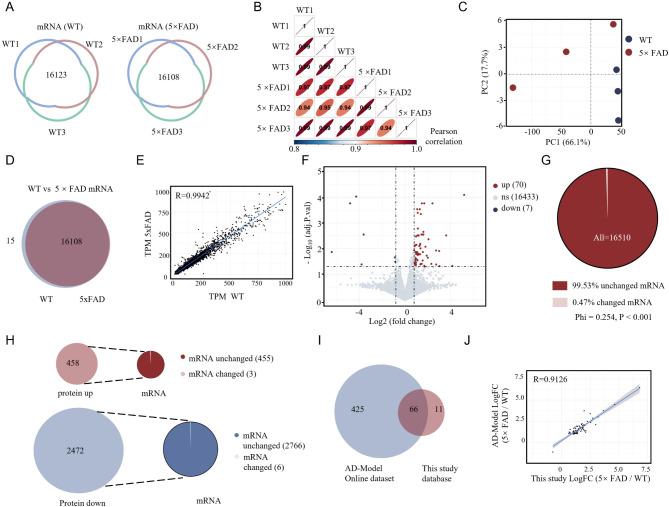
Transcriptomic profiling of hippocampal mRNA in 3-month-old WT and 5×FAD mice shows that the expression profiles mainly overlap with only minimal differences. **A** RNA-sequencing was performed on three independent samples from each group. A total of 16,123 mRNAs (raw count > 1) were detected in at least two WT samples, and 16,108 mRNAs were detected in the 5×FAD group. Non-overlapping regions indicate mRNAs detected only in isolated samples. **B** Correlation analysis demonstrated strong intra-group and inter-group consistency, visualized through an ellipse plot where Spearman’s correlation coefficients are shown in black. Flatter ellipses indicate stronger correlations. **C** Based on the PCA of the top 50% most variable mRNAs, normalized by Transcripts Per Million (TPM), there was no clear separation between the WT (blue dots) and 5×FAD (red dots) samples along PC1, suggesting overlapping transcriptomic profiles between the two groups. **D** A Venn diagram illustrating the overlap of mRNAs detected in both WT and 5×FAD mice, revealing 16,108 shared mRNAs, with 15 unique to WT. **E** Scatter plot comparing average TPM values for mRNAs between WT (x-axis) and 5×FAD (y-axis) groups, showing high overall correlation (*R* = 0.9942), indicating largely conserved expression levels. **F** Volcano plot of mRNA expression differences, indicating that 16,433 mRNAs showed no significant change. **G** Pie chart depicting the percentage of differentially expressed mRNAs versus non-significant mRNAs in 5×FAD compared to WT, from a total of 16,510 mRNAs. **H** Sector graph showing the number of differentially expressed mRNAs versus non-significant mRNAs related to upregulated and downregulated proteins. Only 3 up-regulated and 6 down-regulated proteins corresponded to differentially expressed mRNAs. **I** Venn diagram illustrating the intersection of differentially expressed mRNAs between this study and an AD-model online database, revealing 66 overlapping mRNAs. **J** Scatter plot of the 66 overlapping differentially expressed mRNAs between this study (x-axis) and the AD-model online database (y-axis), showing a high correlation in fold change (*R* = 0.9126)

### Comparative ac4C RIP sequencing profiling in hippocampal tissue from WT and 5×FAD mice

To investigate differences in ac4C modification in the hippocampus of 3-month-old WT and 5×FAD mice, we performed acRIP-seq on three independent samples per group. 

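acRIP-seq uses an antibody against N4-acetylcytidine (ac4C) to pull down fragments of RNA, and the sequenced fragments show which parts of which mRNAs carry the modification. Hippocampal RNA of 3 WT and 3 5×FAD samples from mice aged 3 months was used. The 5×FAD mice are a transgenic line that models amyloid pathology. Of the 18 libraries in the series, the 6 acRIP libraries have a list of ac4C peaks each, called per sample by the authors, and these 6 lists are the data behind the values given here. The 12 input and IgG-IP libraries were not analysed on their own here. According to the methods, reads were trimmed with Cutadapt 1.9.3 and aligned to the mouse genome (build mm10) with Hisat2 2.04. Peaks were then called with MACS 1.4.2 against the input library. Peaks that overlapped an IgG-IP peak were removed, and only peaks on exons of protein-coding genes were kept. The lists give no read counts, so the sequencing depth is unknown here and no counting interval can be given. The numbering of the peaks in the lists runs to 13962, 13687 and 13854 in WT replicates 1, 2 and 3 and to 13027, 13267 and 13522 in 5×FAD replicates 1, 2 and 3, and 28.1% to 33.3% of the numbered peaks are listed. The fold enrichment (FE) of each peak is the authors' own value, by the methods the ratio of acRIP signal less IgG-IP signal to input, and was not recomputed here. FE is a ratio within each list and was not normalised between samples here, so differences between samples in depth or in the yield of the pull-down are not removed. The FDR column is in percent and runs from 20.15 to 100, so no listed peak is under 5%. The FDR was 100% for 853, 1009 and 1007 peaks in WT replicates 1, 2 and 3. In 5×FAD replicates 1, 2 and 3 it was 100% for 1029, 921 and 892 peaks. Every listed peak was counted, as the lists were taken to be filtered already, although by this column not at the 5% the methods give. Peaks of the 6 samples that overlapped by at least 1 bp were merged into regions, and a region or an mRNA was counted for a genotype when at least 2 of its 3 samples had a peak, as the paper's results do, but without its filter by RNA-seq. The FE of an mRNA is the sum over its peaks, and a sample without a peak on it was given an FE of 0. The paper's further filter on mRNAs seen by RNA-seq was not applied here. The paper calls the 3 samples of a group independent and its discussion names biological replicates, so p-values of the permutation tests and of limma measure the spread between these samples. Fisher's exact tests and Kolmogorov-Smirnov tests take mRNAs as units. These are not independent replicates, so the p-values of those tests do not measure that spread. Comparisons of 1 value per sample used exact two-sided permutation tests, for which 3 samples against 3 give 10 splits and a smallest p of 0.1.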

In the WT group, 4,361 ac4C peaks were identified (fold enrichment > 1, adjusted p-value < 0.05), with peaks considered reliable if detected in at least two replicates and located on mRNAs validated by RNA-seq. In contrast, the 5×FAD group showed 3,728 ac4C peaks. 

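The WT peaks included strong ones on Smg9, which encodes a factor of nonsense-mediated mRNA decay, and on Acaca, which encodes the acetyl-CoA carboxylase of fatty acid synthesis. The Smg9 peak lay in the 3′ untranslated region (chromosome 7, 24408209 to 24408273, mm10) with an FE of 1276 ± 236 (SD, n = 3). Acaca carried coding-sequence peaks in every WT sample (chromosome 11, 84249483 to 84251335). Its summed FE was 871 ± 0.507 (SD, n = 3) over all its 7 peaks in the WT samples, which reach to 84263372. WT replicates 1, 2 and 3 had 4151, 4558 and 4458 peaks, a mean of 4389 ± 212 (SD). These peaks covered 811473 ± 39276 bp per sample (SD, n = 3) and had a median length of 153 ± 2.08 bp. After merging, 4534 regions had a peak in at least 2 WT samples.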

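In 5×FAD mice, strong peaks lay on Lta4h, which encodes the hydrolase that makes leukotriene B4, and on Sik1, a salt-inducible kinase of the CREB pathway. Lta4h had peaks around its start codon (chromosome 10, 93453623 to 93453668) and in its coding sequence (93461310 to 93461407) in all 3 samples, with a summed FE of 1648 ± 358 (SD, n = 3). Sik1 (chromosome 17, 31845020 to 31849531) had a summed FE of 1386 ± 397 (SD, n = 3) over peaks in its coding sequence and 3′ untranslated region. The 5×FAD replicates 1, 2 and 3 had 3921, 3734 and 3881 peaks, a mean of 3845 ± 98.5 (SD). Every 5×FAD sample had fewer peaks than every WT sample (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow), and less sequence was covered, 726401 ± 20924 bp per sample (SD, n = 3, exact p = 0.1). In at least 2 5×FAD samples, 3904 regions had a peak.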

The detection of peaks in individual samples demonstrated strong reproducibility across samples (Fig. 4A). 

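A peak around the start codon of Homer2, a postsynaptic scaffold protein, was called at the same bases in all 3 WT samples (chromosome 7, 81706759 to 81706925), with FE values of 935, 1016 and 940. A coding-sequence peak of Stx1a, a syntaxin of synaptic vesicle release, was called at the same bases in all 3 5×FAD samples (chromosome 5, 135037129 to 135037203), with FE values of 114, 194 and 203. Peaks with identical start and end made up on average 63.0% of the shorter list of a pair of WT samples and 61.4% for a pair of 5×FAD samples. For a pair of different genotypes they made up 5.84% of the shorter list. Many ends lay where the gene models have one, since 70.6% of the 24703 peaks had an end on an annotated exon end. No share expected by chance was computed. The shared bases made up 0.653 ± 0.0159 of the bases covered in either sample (Jaccard index, SD over the 6 pairs within a genotype) and 0.0683 ± 0.00073 over the 9 pairs between genotypes, a difference of 0.585 (exact permutation of the genotypes, p = 0.1). In all 3 samples of their genotype, 3243 WT regions and 2816 5×FAD regions had a peak. No pair of samples looked like a library listed more than once, as at most 5 of the peaks with identical ends in a pair also had an identical FE.

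**Figure D1:**
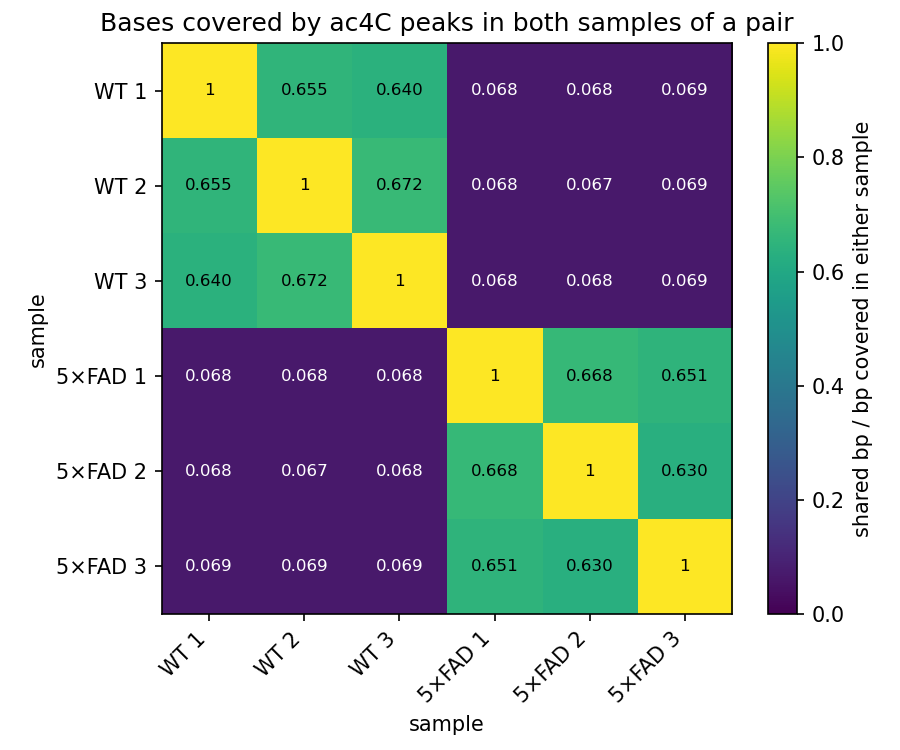
Share of the bases covered by ac4C peaks that is common to both samples of a pair, as the number of shared bases over the bases covered in either, for the 3 WT and 3 5×FAD samples. Pairs of 1 genotype lie between 0.630 and 0.672, and pairs of different genotypes between 0.0666 and 0.0691.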

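Morc1 and Svop show how FE ran within and between the genotypes. On Morc1, a chromatin factor known from germ cells, the coding-sequence region on chromosome 16 from 48622562 to 48622649 had FE values of 8.19, 6.11 and 5.33 in WT and 3141, 2434 and 2098 in 5×FAD mice. On Svop, which encodes a transporter-like protein of synaptic vesicles, the region on chromosome 5 from 114038536 to 114038612 had FE values of 711, 895 and 599 in WT and of 7.04 and 5.89 in 5×FAD replicates 1 and 2, with no peak in replicate 3. Over all 9374 regions, the Spearman correlation of FE was 0.744 ± 0.0190 (SD) in the 6 pairs within a genotype and -0.519 ± 0.0193 (SD) in the 9 pairs between genotypes, a difference of 1.26 (exact permutation of the genotypes, p = 0.1). These correlations run across regions, which are not independent replicates, and regions without a peak in a sample enter with an FE of 0, which pushes the correlation between genotypes below 0 where regions are called in only 1 genotype. Over the regions with a peak in all 6 samples the correlation was 0.961 within and -0.348 between genotypes.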

The intra-group correlation analysis revealed a high degree of consistency within the WT and 5×FAD groups, with weaker correlations between the groups, indicating the presence of distinct ac4C modification patterns in each group. This was corroborated by the PCA analysis, which revealed a clear distinction between the WT and 5×FAD samples (Fig. 4B-C). 

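The 3973 regions of highest median absolute deviation, the most variable 50%, placed the 3 WT samples at -189, -190 and -188 on the first component and the 3 5×FAD samples at 187, 190 and 190. The first component of log2(FE + 1) held 97.6% of the variance and the second 0.864%. The second component spread the WT samples from -21.4 to 32.3 and the 5×FAD samples from -13.2 to 9.40. With regions that are called in only 1 genotype, such as those of Homer2 or Lta4h, the choice of the most variable regions favours regions that separate the genotypes. Over all 7941 regions reproducible in either genotype, an analysis added after seeing the data, the first component held 85.5%.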

The analysis demonstrated that the proportion of ac4C peaks was greater in acRIP samples than in IgG-IP controls, indicating the specific enrichment of ac4C modifications (Fig. 4D). 

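Peaks in the 5′ untranslated region included that of Mbp, which encodes a main myelin protein, on chromosome 18 from 82475342 to 82475394 (FE 301 to 326 in the 3 WT samples). A peak around the start codon of Lin7c, a scaffold protein of cell junctions and synapses, lay on chromosome 2 from 109890869 to 109890921 (FE 604 to 812 in WT), and a peak around the stop codon of S100a10, the partner of annexin A2, on chromosome 3 from 93564243 to 93564607 (FE 1255 to 2121 in 5×FAD). By the region the authors' lists give to each peak, 4.43% ± 0.126 of the WT peaks (SD, n = 3) and 4.25% ± 0.272 of the 5×FAD peaks (SD, n = 3) lay in the 5′ untranslated region (exact permutation test, p = 0.3). The start codon held 9.27% ± 0.250 and 8.21% ± 0.186 of the peaks, respectively, the stop codon 13.4% ± 0.0842 and 14.6% ± 0.203, and the 3′ untranslated region 12.7% ± 0.438 and 14.6% ± 0.201 (SD, n = 3, exact p = 0.1 for each of the 3). Peaks lay on 20 chromosomes in every sample.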

The ac4C peaks were distributed across a wide range of transcriptomic and genomic regions, suggesting that ac4C modifications are pervasive and likely play a significant role in gene regulation (Fig. 4E-F). A substantial number of group-specific peaks were observed, with 470 ac4C peaks shared between WT and 5×FAD, while 3,891 peaks were unique to WT and 3,258 to 5×FAD (Fig. 4G). 

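Few regions were called in both genotypes. Of the 7941 regions with a peak in at least 2 samples of a genotype, 497 were called in both, which is 11.0% of the WT regions and 12.7% of the 5×FAD regions. The 131-bp coding-sequence peak of Ccs, the copper chaperone of superoxide dismutase (chromosome 19, 4834173 to 4834303), is such a region, with FE values of 11.0, 6.75 and 8.62 in WT and 3634, 2960 and 2607 in 5×FAD. In WT but not in 5×FAD mice there were 4037 regions, of which 3858 had no peak in any 5×FAD sample and 179 had a peak in 1 of them. In 5×FAD but not in WT mice there were 3407, of which 3319 had no peak in any WT sample and 88 had a peak in 1. The coding-sequence regions of Sorl1, the sorting receptor of APP, show such separate positions on the same mRNA, with WT peaks on chromosome 9 from 42106485 to 42106544 (FE 123 to 218) and 5×FAD peaks from 42030879 to 42031017 (FE 3.36 to 7.52). The number of shared regions was 224 when only peaks with identical start and end counted as shared, and 245 when a peak was required in all 3 samples of each genotype. A region without a listed peak may still have carried reads below the calling threshold or a peak removed by the authors' filters, so absence from a list is not absence of ac4C.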

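Per peak, FE had a median of 23.6 ± 0.584 in WT (SD, n = 3) and 21.5 ± 1.34 in 5×FAD mice (SD, n = 3), and every 5×FAD sample lay below every WT sample (exact permutation test, p = 0.1). The lower quartile was 8.37 ± 0.133 and 7.59 ± 0.201, and the upper quartile 82.2 ± 0.201 and 73.5 ± 3.90 (SD, n = 3, exact p = 0.1 for both). The mean was 88.7 ± 2.55 in WT and 84.0 ± 1.84 in 5×FAD mice (SD, n = 3, exact p = 0.1). At the top of the distribution the order was turned, as the highest FE per sample was 2796, 3140 and 2876 in WT and 3634, 3500 and 4284 in 5×FAD mice (exact p = 0.1).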

The results showed that the 5×FAD group had a lower frequency distribution of FE than WT, with significant differences in peak counts (Fig. 4H). These findings suggest that ac4C modifications may be dynamically regulated in response to the AD-like pathology of the 5×FAD model, potentially influencing the gene expression landscape in the early-stages of the disease.

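Of the 497 regions called in both genotypes, 198 had a mean FE over 10 times higher in WT and 51 over 10 times higher in 5×FAD mice, together 50.1%. The region around the start codon of Hspb1, a small heat shock protein, on chromosome 5 from 135888126 to 135888434, had FE values of 593, 645 and 600 in WT and of 8.04 and 5.56 in 5×FAD replicates 2 and 3. The region around the start codon of Tmem119, a microglia marker, on chromosome 5 from 113795247 to 113795589, had FE values of 920, 287 and 1139 in WT and of 4.18 and 8.04 in 5×FAD replicates 1 and 2. Twistnb, which encodes a subunit of RNA polymerase I, had a summed FE of 9.62 ± 3.37 in WT and 2179 ± 473 in 5×FAD mice (SD, n = 3), over peaks that covered 211 bp per sample in both genotypes, with a mean FE per peak of 4.81 and 1089. These are FE values of separate lists, with no scaling between samples.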

**Fig. 4:**
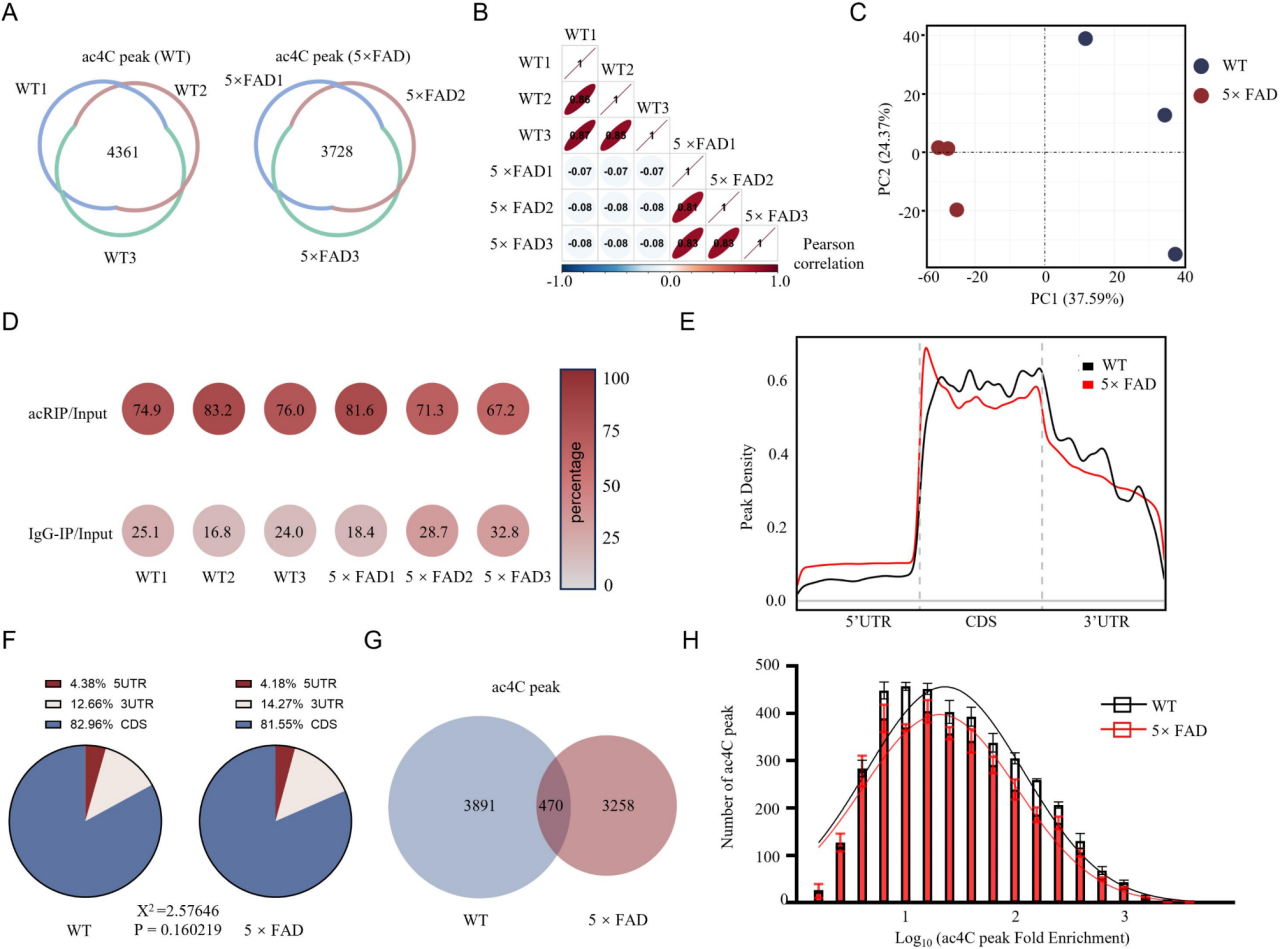
acRIP-seq analysis reveals distinct ac4C modification profiles in the hippocampus of 3-month-old WT and 5×FAD mice. **A** acRIP-seq performed on three independent samples from each group identified 4,361 ac4C peaks in WT and 3,728 peaks in 5×FAD, with non-overlapping regions representing peaks unique to specific samples. **B** Correlation analysis revealed strong within-group consistency but weaker between-group correlations, visualized with an ellipse plot where flatter ellipses corresponded to stronger correlations, as indicated by Spearman’s coefficients in black. **C** A total of 7,619 ac4C peaks were identified in both groups. PCA of the top 50% most variable peaks by MAD showed a clear separation between WT (blue dots) and 5×FAD (red dots), indicating distinct ac4C profiles. **D** The proportion of ac4C peaks detected after acRIP or IgG-IP is shown, with the color intensity representing the percentage contribution to the total number of peaks. **E-F** The distribution of ac4C peaks was analyzed, and it was found that they are present in different transcript regions (Fig. E) and genome segments, indicating that ac4C modifications are widely distributed. It is noteworthy that approximately 80% of the ac4C modifications were located in the CDS region in both the WT and 5×FAD groups (Fig. F). **G** Venn diagram highlighted 470 shared ac4C peaks, whereas 3,891 peaks were unique to WT and 3,258 were unique to 5×FAD, highlighting significant group-specific ac4C changes. **H** Histogram depicting the frequency distribution of FE in WT and 5×FAD mice, showing natural Log_10_ transformed FE (Log_10_ FE) values. The fitted curve showed a lower area under the curve for 5×FAD (Area = 707.4, SD = 0.7098) compared to WT (Area = 827.8, SD = 0.7239), with one-way ANOVA confirming a significant difference in peak counts (**P < 0.01)

### Characterization of ac4C mRNAs and comparative analysis between 5×FAD and WT mice

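In WT replicates 1, 2 and 3, 2750, 2938 and 2882 mRNAs had at least 1 ac4C peak, and in 5×FAD replicates 1, 2 and 3, 2660, 2575 and 2654. The means were 2857 ± 96.5 and 2630 ± 47.4 (SD, n = 3), and each 5×FAD sample had fewer ac4C-modified mRNAs than each WT sample (exact permutation test, p = 0.1). An mRNA carried 1.54 ± 0.0230 peaks in WT and 1.46 ± 0.0120 in 5×FAD mice (SD, n = 3, exact p = 0.1), and 34.3% ± 0.943 and 31.5% ± 0.638 of the mRNAs had several. Reln, which encodes the extracellular matrix protein reelin of interneurons, was among the WT mRNAs (chromosome 5, 21896027 to 21896797, FE 327 ± 16.4, SD, n = 3), with no peak in 5×FAD mice. Slc4a4, a bicarbonate transporter of astrocytes, was among the 5×FAD mRNAs (FE 292 ± 104, SD, n = 3), with no peak in WT. In at least 2 samples, 2938 mRNAs had a peak in WT and 2676 in 5×FAD mice. These counts were made without a filter on mRNAs detected by RNA-seq.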

To elucidate the distinctions in ac4C-modified mRNAs between 5×FAD and WT mice, acRIP-sequencing was performed with rigorous criteria, including only ac4C-modified mRNAs detected in at least two out of three samples per group and validated by RNA-seq. we identified a total of 2,786 ac4C-modified mRNAs in WT samples and 2,520 in 5×FAD samples (Fig. 5A). No significant difference was observed in the proportion of ac4C-modified to non-ac4C mRNAs between the groups (Fig. 5B). 

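In at least 2 samples of each genotype, 1121 mRNAs carried ac4C peaks, which is 24.9% of the 4493 with peaks in either. They include Map2, Mbp, Sorl1 and the neuregulin receptor gene Erbb4. A further 1817 mRNAs, Grin1, Homer2 and Acaca among them, had peaks in at least 2 WT samples and in fewer than 2 5×FAD samples, and 1555, such as Stx1a and Lta4h, had the reverse. Between samples of the same genotype, the Jaccard index of the mRNAs with a peak was 0.794 ± 0.0142, and between samples of different genotypes 0.243 ± 0.00624 (SD over 6 and 9 pairs). Of the 1121 mRNAs, 439 (39.2%) had a region called in both genotypes, and the other 682 had none. Erbb4 is of the latter kind, with 5×FAD peaks in its coding sequence on chromosome 1 from 68343842 to 68346592 and a WT peak around its start codon from 69107675 to 69107790.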

The Venn analysis demonstrated that, while WT and 5×FAD shared a considerable number of ac4C modified mRNAs, there were also unique mRNAs identified in each group. The “AD absent” category was exclusive to the WT group, while the “overlay” category was common to both groups. 

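Of the “AD absent” mRNAs with no peak in any 5×FAD sample, those with the highest FE were, after Smg9, Zmiz1 (a transcriptional co-regulator, FE 1072 ± 356), Homer2 (963 ± 45.3), Oplah (an enzyme of glutathione turnover, 931 ± 119) and Acaca (SD, n = 3). No fold change is given for these. Of the 1817 “AD absent” mRNAs, 1633 had no peak in any 5×FAD sample and 184 had a peak in 1 of them, and 1315 had a peak in all 3 WT samples and in no 5×FAD sample. Dctn1, which encodes a dynactin subunit of axonal transport, had an FE of 61.4 ± 2.52 in WT (SD, n = 3). “AD absent” mRNAs had a mean FE per peak of 73.6 in WT and covered 233 bp per mRNA and sample.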

The “AD unique” category, however, was specific to the 5×FAD group (Fig. 5C). 

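Of the “AD unique” mRNAs with no peak in any WT sample, those with the highest FE were, after Lta4h, Hist1h2bq (a histone H2B, FE 1536 ± 733), Sik1, Dapp1 (a phosphoinositide-binding adaptor protein, 1207 ± 189) and Atmin (a transcription factor of DNA repair, 1178 ± 538), with SD over n = 3. Of the 1555 “AD unique” mRNAs, 1437 had no peak in any WT sample, 118 had a peak in 1 WT sample, and 1149 had a peak in all 3 5×FAD samples and in no WT sample. Cacna1g, which encodes a T-type calcium channel, had an FE of 299 ± 23.1, and Pecam1, an adhesion molecule of endothelial cells, an FE of 302 ± 25.8 (SD, n = 3). “AD unique” mRNAs had a mean FE per peak of 97.5 in 5×FAD mice and covered 228 bp per mRNA and sample.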

Cumulative distribution plots revealed disparities in the fold enrichment (FE) of ac4C-modified mRNAs, particularly for the “overlay” group. In contrast, no notable discrepancy was observed for “AD absent” and “AD unique” mRNAs (Fig. 5D-F). 

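The median summed FE of the overlay mRNAs was 43.5 ± 5.08 in WT (SD, n = 3) and 26.1 ± 1.95 in 5×FAD mice (SD, n = 3), a ratio of 0.600, and all 5×FAD samples lay below all WT samples (exact permutation test, p = 0.1). The length covered by peaks was 342 ± 4.43 bp per overlay mRNA in WT and 322 ± 4.93 bp in 5×FAD mice, and the mean FE per peak 109 ± 4.19 and 70.6 ± 1.80 (SD, n = 3, exact p = 0.1 for both). Nos1, the neuronal nitric oxide synthase, was an overlay mRNA with a summed FE of 639 ± 43.4 in WT and 117 ± 41.1 in 5×FAD mice (SD, n = 3), over 624 and 93.7 bp per sample with a mean FE per peak of 137 and 70.3. Its log2 fold change was -2.50 (standard error 0.322, adjusted p = 0.00166 from limma), and -0.95 with the mean FE over its peaks, less than a fold change of 2, so it was then not called. Taking mRNAs as the units, as the paper's Kolmogorov-Smirnov test does, D was 0.147 (p = 5.2e-11 over 1121 mRNAs per genotype), but mRNAs are not independent replicates. The difference of the medians, -17.4 over all 6 samples, was -9.37, -10.8 and -10.9 without 5×FAD replicate 1, 2 or 3 and between -32.1 and -31.0 without a WT replicate, since an overlay mRNA must then have a peak in both samples left of that genotype. Over all ac4C-modified mRNAs of each sample it was -6.53.

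**Figure D2:**
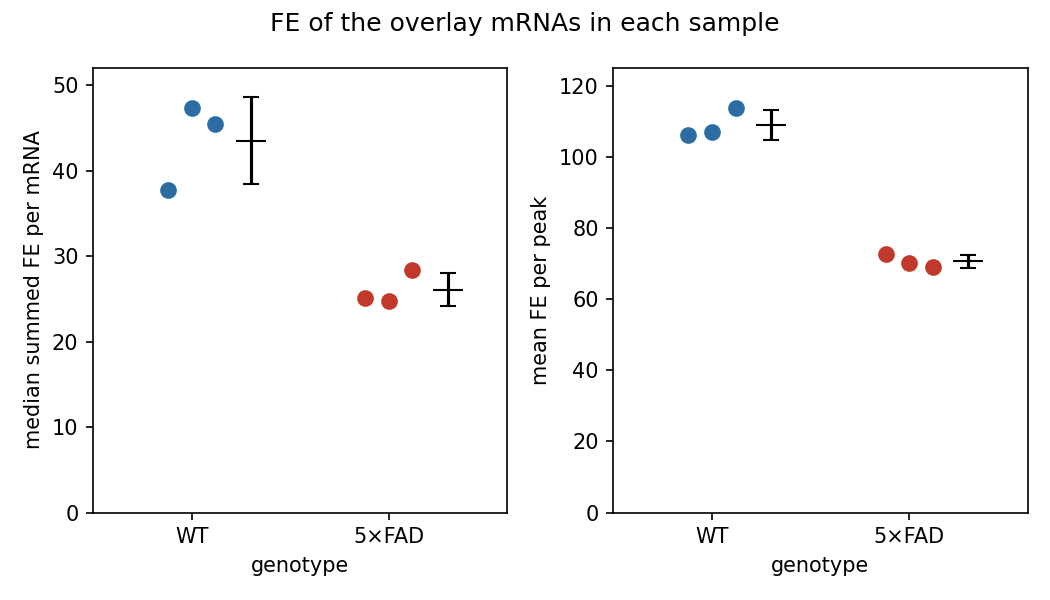
FE of the overlay mRNAs per sample, as the median over mRNAs of the summed FE (left) and the mean over peaks (right), with points for the 3 WT (blue) and 3 5×FAD (red) samples and bars for the mean ± SD. In both panels the 3 5×FAD samples lie below the 3 WT samples, at medians of 24.8 to 28.3 against 37.7 to 47.3.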

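The “AD absent” mRNAs had a median FE of 35.6 in WT, and the “AD unique” mRNAs one of 37.0 in 5×FAD mice, a ratio of 1.04. The Kolmogorov-Smirnov D between these 1817 and 1555 mRNAs was 0.0388 (p = 0.154, n = 1817 and n = 1555 mRNAs, which are not independent replicates). Slc32a1, the vesicular GABA transporter, had peaks in 2 of the 3 WT samples and a mean FE of 15.8 (SD 14.7), below the first median. Dkc1, the pseudouridine synthase dyskerin, had a mean FE of 58.8 (SD 15.5) in the 3 5×FAD samples, above the second. Over all ac4C-modified mRNAs of each genotype, the medians were 40.0 and 33.6 with a D of 0.0511 (p = 0.00127, n = 2938 and n = 2676 mRNAs).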

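Among overlay mRNAs with higher FE in 5×FAD mice, Ccs had a summed FE of 17.8 ± 2.59 in WT and 3649 ± 441 in 5×FAD mice (SD, n = 3), with a mean FE per peak of 7.61 and 1216 over 212 and 265 bp per sample. Its log2 fold change was 7.61 (standard error 0.216, adjusted p = 1.5e-05 from limma). Erbb4 had a log2 fold change of 5.15 (standard error 0.215, adjusted p = 3.4e-05 from limma), over peaks at different positions in the genotypes. Among those lower, Mbp fell by 6.11 on the log2 scale (standard error 0.184, adjusted p = 1.5e-05 from limma), from a summed FE of 684 ± 29.1 to 8.94 ± 0.760 (SD, n = 3), with a mean FE per peak of 128 and 2.98 over 1674 and 1107 bp per sample. Lin7c (-8.31), the neuronal splicing regulator Nova1 (-7.86) and Svop (-7.61) were lower too, each with a peak in only 2 of the 3 5×FAD samples (adjusted p of 0.000248, 0.000274 and 0.00110 from limma). The test ran on log2(FE + 1) of the 1121 overlay mRNAs, with an FE of 0 where a sample had no peak. The 1 added to FE shrinks the fold changes of mRNAs of low FE, while an FE of 0 in the genotype of lower FE enlarges them. At an adjusted p under 0.05 and a fold change of at least 2, 362 were lower and 233 higher in 5×FAD mice. For 761 of the 1121 (67.9%) the 3 samples of one genotype lay apart from those of the other, where chance gives 10%, and these included every one of the mRNAs called. With each sample centred on its median, 292 were lower and 329 higher, and the median log2 fold change over all overlay mRNAs moved from -0.47 to 0.24. Tested in 1 fit with the mRNAs found in only 1 genotype, 4493 in all, 1780 were lower and 1453 higher.
Genes of the fixed lists went both ways in this test. Of 24 regulators of small GTPases, 10 were lower and 3 higher, and of 17 axon guidance genes 8 and 3, with counts that were the same when adjusted over the list alone. Of 32 genes of microtubules and the neuronal cytoskeleton, 9 were lower (8 when adjusted over the list alone) and 3 higher. Of 18 voltage-gated ion channels, 4 were lower (5 when adjusted over the list alone) and 7 higher, with Kcnip3, a potassium channel partner, at -6.86 (adjusted p = 0.00103 from limma). Of 25 genes of the synaptic vesicle cycle, 6 were lower and 2 higher (1 when adjusted over the list alone), and of 3 interneuron markers 1 was lower (2 when adjusted over the list alone) and 1 higher. For the other lists the counts adjusted over the list alone were those over all overlay mRNAs, such as 7 lower and 6 higher of 19 glutamate receptors and scaffolds, 4 lower of 9 astrocyte markers, and 11 lower and 9 higher of 39 genes of the Alzheimer disease pathway. Of the 16 lists with at least 5 overlay mRNAs, camera called 0 at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05 (smallest adjusted p = 0.906 from limma's camera). It called 0 with an estimated correlation (smallest adjusted p = 0.927 with an estimated correlation). Camera sets a list against the other overlay mRNAs, many of which changed, so 0 calls do not show that no list moved. Fry, which asks only whether the genes of a list move 1 way on balance, called 11 at an adjusted p under 0.05, 7 down and 4 up. Median and mean log2 fold change had opposite signs for cytoplasmic ribosomal proteins (-0.92 and 0.12), chaperones (0.18 and -1.19) and the synaptic vesicle cycle (0.02 and -0.54). The same held for GABA signalling (-0.04 and 0.31) and the interneuron markers (-2.47 and 0.06). For the Alzheimer disease pathway (-0.42 and -0.26) and the glutamate receptors (-0.07 and -0.17), camera's and fry's directions were up. For ribosomal proteins, chaperones, the synaptic vesicle cycle and GABA signalling camera's was up and fry's down. With each sample centred on its median, the medians of the Alzheimer disease pathway, the glutamate receptors, the astrocyte, oligodendrocyte and plaque-associated microglia genes and GABA signalling turn positive.

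**Figure D3:**
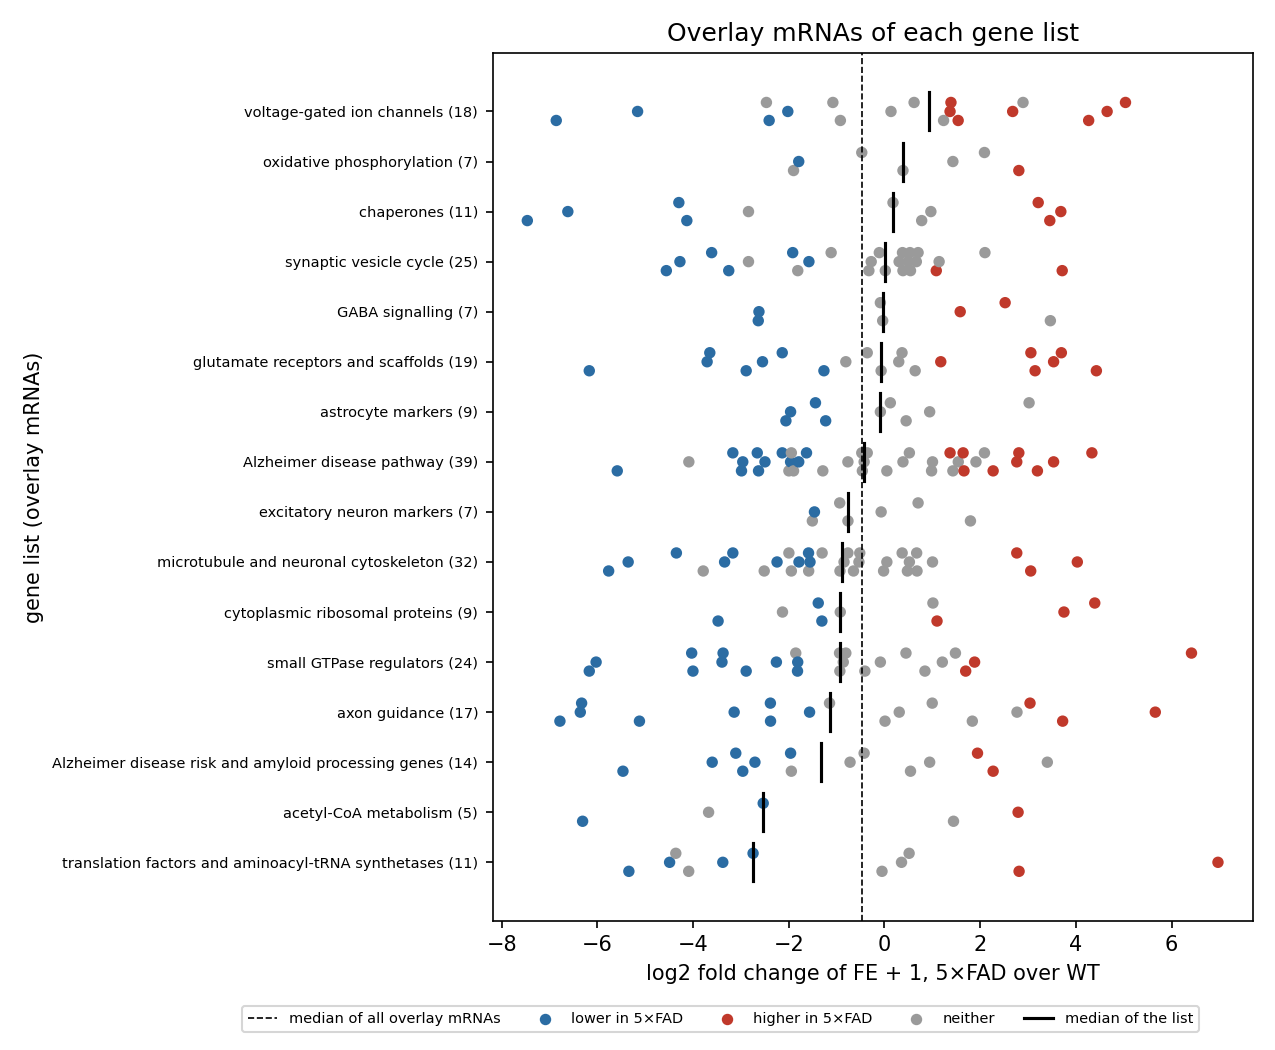
Log2 fold change of FE + 1 (5×FAD over WT) of the overlay mRNAs of each gene list with at least 5 of them, 1 point per mRNA, blue where lower in 5×FAD, red where higher and grey where neither by limma, with the number of mRNAs after each list's name. Black bars mark the list medians, from -2.75 to 0.93, and the dashed line the median of all overlay mRNAs at -0.47.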

A direct comparison of the “overlay” category revealed that 200 ac4C-modified mRNAs were upregulated and 313 were downregulated in 5×FAD relative to WT, as defined by an adjusted p-value of less than 0.05 and a fold change greater than 2 (Fig. 5G). 

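The mRNAs counted as higher in 5×FAD mice are those with a peak in at least 2 5×FAD samples and fewer than 2 WT samples, together with the overlay mRNAs that rose by limma. They numbered 1788 of 4493 (39.8%), and 2179 (48.5%) were counted as lower in the same way. Of 15 RNA modification enzymes and readers, 11 were higher, 3 lower and 1 neither, with Igf2bp1 (a reader of methylated mRNA, FE 361 ± 41.6), Dkc1 and Fto (an RNA demethylase, 57.9 ± 33.1) called in 5×FAD mice without a WT peak (SD, n = 3). The tRNA methyltransferase gene Trmt61a was at 985 ± 853 in WT, where 2 of 3 samples had a peak, and at 2.76 ± 4.79 in 5×FAD mice, where 1 had. For this list the odds ratio for higher mRNAs was 4.18 (Fisher p = 0.0142, adjusted p = 0.224 over 52 tests). Of 51 genes of the synaptic vesicle cycle, 17 were higher, 17 lower and 17 neither (Fisher p = 0.0340 for fewer lower mRNAs, adjusted p = 0.268). Syt5 (319 ± 10.6), Stx1a (171 ± 49.0) and Atp6v0c, a subunit of the vesicular proton pump (943 ± 427), had peaks only in 5×FAD mice. The Atp6v0c peak was listed on chromosome 6 (37806062 to 37806772). Its assignment to that gene, on which the count of 17 higher also relies, was taken from the lists and not checked here. Of 13 excitatory neuron markers, 5 were higher, 2 lower and 6 neither, with Bhlhe22 at 217 ± 11.7 and Neurod6 at 3.89 ± 0.668 in 5×FAD mice only (Fisher p = 0.0230 for fewer lower mRNAs, adjusted p = 0.240). Of 10 proteasome genes, 6 were higher and 3 lower, with Psmd11 (30.1 ± 9.88) in 5×FAD mice only and Psmd3 (79.8 ± 37.0) in WT only. Of 34 cytoplasmic ribosomal proteins, 16 were higher and 15 lower, for example Rps27l (570 ± 200) and Rps14 (241 ± 48.6), each in 1 genotype only, 5×FAD and WT, respectively. Of 32 translation factors and aminoacyl-tRNA synthetases, 13 were higher and 14 lower, with Wars (648 ± 170) and Aars (446 ± 144) in 5×FAD mice and Eif3d (373 ± 21.3) in WT. Chaperones had 18 of 40 higher and 18 lower, with Cct7 at 108 ± 24.4 in 5×FAD mice only. Oxidative phosphorylation had 14 of 34 higher and 15 lower, with Atp5d at 156 ± 147 in 5×FAD mice only and Ndufa12 at 120 ± 20.1 in WT only. Immediate early genes had 4 of 12 higher, such as Egr3 (115 ± 55.2), and 6 lower, such as Btg2 (389 ± 224). Of 26 genes of acetyl-CoA metabolism, whose product is the donor for ac4C, 9 were higher and 15 lower, with Idh3a at 445 ± 73.1 in 5×FAD mice only and Acly, which makes acetyl-CoA from citrate, at 163 ± 44.5 in WT only. No fold is given for an mRNA without a peak in 1 genotype.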

The 5×FAD group exhibited 1,664 upregulated ac4C-modified mRNAs, including 200 common “overlay” mRNAs and 1,464 “AD unique” mRNAs specific to 5×FAD. In addition, 2,043 downregulated ac4C-modified mRNAs were identified, including 313 “overlay” mRNAs and 1,730 “AD unique” mRNAs (Fig. 5H). 

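Of 53 regulators of small GTPases, which control the actin cytoskeleton and vesicle traffic, 31 were lower, 11 higher and 11 neither. Rasal1, a Ras GTPase-activating protein, had an FE of 652 ± 185 and the exchange factor Rasgrf2 one of 278 ± 70.9 in WT (SD, n = 3), with no peak in 5×FAD mice. Of 53 genes of microtubules and the neuronal cytoskeleton, 21 were lower, 12 higher and 20 neither, with Dpysl5 (488 ± 285) and Crmp1 (165 ± 40.6), both collapsin response mediators, in WT only and the kinesin gene Kif3b (96.8 ± 27.6) in 5×FAD mice only. Of 38 axon guidance genes, 21 were lower and 11 higher. Examples are Ntn4 (233 ± 9.34) and Sema3e (208 ± 16.9) in WT only and Ephb2 at 489 ± 227 in 5×FAD mice with a peak in 1 WT sample. Of 39 glutamate receptors and scaffolds, 21 were lower and 12 higher. Among them were Cacng3, an auxiliary subunit of AMPA receptors (247 ± 50.1, in WT only), and Grm4 (447 ± 90.1) and Nlgn1 (135 ± 15.2), in 5×FAD mice only. GABA signalling had 7 of 13 lower and 3 higher, with Gabbr2 at 84.2 ± 72.9 in WT, where 2 of 3 samples had a peak. Voltage-gated ion channels had 16 of 39 lower and 16 higher, with Cacna1b at 186 ± 108 in WT only. Among cell type markers, 8 of 18 for astrocytes were lower and 5 higher, with Aqp4 at 221 ± 111 in WT and 0.613 ± 1.06 in 5×FAD mice, where 1 of 3 samples had a peak. For microglia 5 of 7 were lower and 1 higher, with Cx3cr1 at 14.8 ± 3.03 in WT only. For plaque-associated microglia 5 of 8 were lower and 3 higher, with Csf1 at 130 ± 44.9 in 5×FAD mice only and Ank at 278 ± 108 in WT. For oligodendrocytes 6 of 14 were lower, such as Opalin (210 ± 37.4 in WT only), and 7 higher, and for interneurons 3 of 6 and 2. For endothelial and mural cells 8 of 12 were lower, such as Slco1c1 (87.7 ± 33.8 in WT only), and 4 higher, and for the choroid plexus 3 of 5 and 2. The choroid plexus marker Enpp2 had a log2 fold change of 4.09 (standard error 0.845, adjusted p = 0.0100 from limma), which with the mean FE over its peaks was 2.26 (adjusted p = 0.0600 from limma, the highest over 18 settings). In Fisher's exact tests of 26 lists in both directions, 52 tests in all, 0 passed an adjusted p under 0.05 (smallest adjusted p = 0.224) and 7 had an unadjusted p under 0.05, where 2.6 are expected by chance. The smallest were for fewer higher mRNAs among the regulators of small GTPases (odds ratio 0.392, Fisher p = 0.00437) and the microtubule genes (odds ratio 0.439, Fisher p = 0.0106). The background was the 4493 mRNAs with peaks in at least 2 samples of a genotype.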

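Apaf1, the core of the apoptosome, and Sdhc, a subunit of succinate dehydrogenase, carried ac4C peaks in WT only, with FE values of 425 ± 73.4 and 347 ± 43.0 (SD, n = 3). Pik3r3, a regulatory subunit of PI3-kinase, and Nfkb1, a subunit of NF-κB, carried them in 5×FAD mice only, with FE values of 396 ± 66.9 and 345 ± 156 (SD, n = 3). All 4 belong to a list of Alzheimer disease pathway genes written from background knowledge, which is not KEGG's own list. Of its 134 genes with ac4C peaks, 64 were lower and 51 higher in 5×FAD mice, 115 in all, and 19 neither. That is 85.8%, against 88.4% of all other ac4C-modified mRNAs (odds ratio 0.797, Fisher's exact test, p = 0.341). Without 5×FAD replicate 1 the odds ratio was 1.05 (Fisher p = 1). Of 14 genes with ac4C peaks of a systemic lupus erythematosus list, 11 were changed, 7 lower, such as H2afv (266 ± 28.4 in WT only), and 4 higher. Among genes with peaks, the odds ratio of the Alzheimer disease list against it was 1.65 (Fisher p = 0.439). With a sample left out this odds ratio lay between 0.597 (without WT replicate 2, Fisher p = 1) and 2.90 (without 5×FAD replicate 1, Fisher p = 0.145), so its direction among these genes is not settled. Of the whole lists, 115 of 333 and 11 of 114 genes were changed, which was not tested. By the pathway column of the authors' lists, used after it was seen, 54 of 63 Alzheimer disease genes were changed (odds ratio 0.793 against all others, Fisher p = 0.551) and 13 of 16 of systemic lupus erythematosus.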

KEGG pathway analysis (KEGG DISEASE Database) indicated significant overlap between the differentially expressed ac4C-modified mRNAs in 5×FAD and genes linked to Alzheimer’s disease (Map05010), with 106 shared genes (Fig. 5I). These findings indicate that while the overall proportion of ac4C-modified mRNAs remains similar between WT and 5×FAD mice, specific mRNAs exhibit altered ac4C enrichment and expression in 5×FAD, particularly those associated with AD-related pathways. This observation suggests the potential involvement of targeted ac4C modifications in the early transcriptomic dysregulation of AD, and thus warrants further investigation into their functional implications and contributions to disease progression.

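Of 32 genes of Alzheimer disease risk and amyloid processing with ac4C peaks, 20 were lower in 5×FAD mice, 6 higher and 6 neither. Psenen had an FE of 52.1 ± 7.44 in WT (SD, n = 3), and the cholesterol exporter gene Abca1 one of 50.9 ± 8.58, with no peak in 5×FAD mice. The summed FE of Sorl1 was 347 ± 126 in WT and 6.51 ± 1.05 in 5×FAD mice (SD, n = 3), a log2 fold change of -5.47 (standard error 0.369, adjusted p = 0.000177 from limma), with a mean FE per peak of 130 and 4.89 over 356 and 181 bp per sample. Among its 14 overlay mRNAs 6 were lower and 2 higher, and the same numbers when adjusted over the list alone. Higher mRNAs made up 18.8% of this list against 39.8% of all (odds ratio 0.347, Fisher p = 0.0172, adjusted p = 0.224 over 52 tests), and the share of lower ones was 62.5% (Fisher p = 0.155). From its findings on ac4C-modified mRNAs (Fig. 5), the paper states that specific mRNAs, particularly those of AD-related pathways, have altered ac4C enrichment in 5×FAD mice.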

**Fig. 5:**
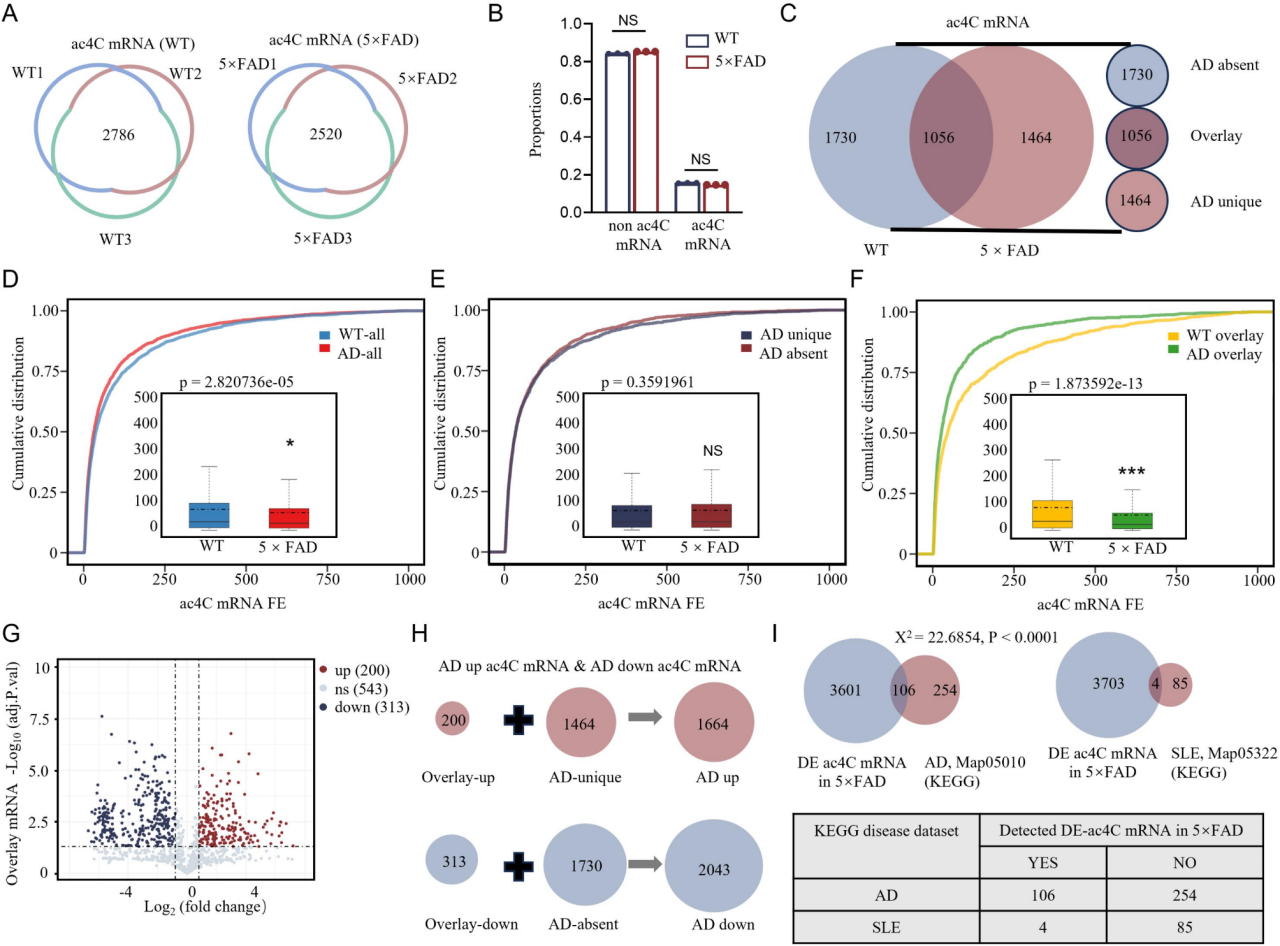
Differential analysis reveals significant changes in ac4C-modified mRNAs between WT and 5×FAD mice. **A** A total of 2,786 ac4C-modified mRNAs were identified in at least two WT samples, while 2,520 were detected in 5×FAD samples, with all transcripts confirmed by RNA-seq. **B** Bar graph comparing the ratio of ac4C-modified to non-ac4C mRNAs showed no significant difference between WT and 5×FAD mice (*P* > 0.99 for both comparisons). **C** The Venn diagram revealed 1,056 common ac4C-modified mRNAs (“Overlay”), 1,730 unique to WT (“AD absent”), and 1,464 unique to 5×FAD (“AD unique”). “AD absent” represents mRNAs found only in WT mice, “Overlay” indicates shared mRNAs, and “AD unique” refers to mRNAs present only in 5×FAD mice. **D-F** Cumulative distribution plots showed differential fold enrichment of ac4C mRNAs between groups, with quartile box plots showing medians (solid lines) and means (dashed lines). **D** Comparison of ac4C mRNA between WT and 5×FAD group (*P < 0.05). **E** No significant difference was observed between “AD absent” and “AD unique” ac4C mRNAs (*P* = 0.3581). **F** A highly significant difference was found in the “overlay” ac4C mRNAs between WT and 5×FAD (***P < 0.0001). **G** A volcano plot depicted 200 up-regulated and 313 down-regulated “overlay” ac4C mRNAs in 5×FAD compared to WT, using an adjusted p-value < 0.05 and a fold change > 2 with statistical corrections. **H** Differential analysis identified 1,664 upregulated ac4C-modified mRNAs in 5×FAD mice, including 200 “overlay” and 1,464 “AD unique” mRNAs. Additionally, 2,043 downregulated ac4C-modified mRNAs were identified, comprising 313 “overlay” and 1,730 “AD unique” mRNAs. **I** KEGG disease dataset analysis revealed that 106 differentially expressed ac4C-modified mRNAs overlapped with Alzheimer’s disease-associated genes, while 4 overlapped with systemic lupus erythematosus-associated genes. The AD gene set showed a stronger association with differentially expressed ac4C-modified mRNAs compared to the SLE gene set, confirmed by a chi-squared test with Yates’ correction (***P < 0.0001)

### Integrated analysis of differentially expressed ac4C mRNAs and proteins in 5×FAD mice identifys early Alzheimer’s disease-associated genes

To assess early molecular differences in 3-month-old WT and 5×FAD mice, we performed a comprehensive analysis integrating proteomic and acRIP-seq data. A Venn diagram revealed 956 genes that were differentially expressed at both the ac4C mRNA and protein levels, suggesting a coordinated transcriptomic and proteomic dysregulation in the early-stages of AD pathology in 5×FAD mice (Fig. 6A). A sector plot revealed that 119 up-regulated and 837 down-regulated proteins corresponded to differentially expressed ac4C-modified mRNAs (Fig. 6B). The histogram showed the protein expression of the differentially expressed ac4C-modified mRNAs (Fig. 6C). Those suggested the potential influence of ac4C modifications in post-transcriptional regulatory mechanisms affecting protein expression. Our combined analysis of multi-omics data showed compared with mRNA expression differential, mRNA ac4C-modified expressed differential was more likely to participate in sharp protein differential expression of 3-month-old 5×FAD mice. Arango’s research demonstrated that the ac4C modification in the CDS region of mRNA can enhance protein translation [32]. 

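The coding-sequence peaks of Acaca, Erbb4 and Sorl1 named above are typical of the lists in where they lie. When the peaks the authors' lists place in the coding sequence, at the start codon or at the stop codon are counted as 1 group, they made up 82.9% ± 0.313 in WT (SD, n = 3) and 81.1% ± 0.222 in 5×FAD mice (SD, n = 3), and all 5×FAD samples lay below all WT samples (exact permutation test, p = 0.1). This grouping was chosen after seeing the lists. The coding sequence alone held 60.2% ± 0.224 and 58.3% ± 0.226 of the peaks (SD, n = 3, exact p = 0.1). The midpoint of the peak lay in a coding exon of the RefSeq annotation of GRCm38.p6, the same build, for 76.0% ± 0.551 and 74.9% ± 0.242 (SD, n = 3, exact p = 0.1). The authors kept only peaks on exons of protein-coding genes, so these shares are not shares of all RNA.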

In this study, approximately 80% of the acetylation modifications were observed to occur within the CDS region of mRNA. Accordingly, we selected groups in which alterations in protein expression and ac4C modifications were uniform for subsequent enrichment analysis. Group 1 (protein upregulated and ac4C mRNA upregulated) and Group 7 (protein downregulated and ac4C mRNA downregulated). GO and KEGG pathway enrichment analyses of upregulated (group 1) and downregulated (group 7) ac4C-modified mRNAs and proteins revealed distinct biological processes and pathways. Group 1 was enriched for pathways related to cellular and molecular functions (Fig. 6D), whereas group 7 showed significant associations with neurodegenerative processes, including proteins essential for synaptic function (Fig. 6E). Cross-referencing with human hippocampal proteomic data [33] identified 22 downregulated genes common to group 7 and human studies, indicating the conservation of dysregulated pathways in early AD (Fig. 6F). STRING analysis of these 22 genes revealed an interaction network with varying degrees of connectivity, suggesting potential hub genes that may act as key regulators in early AD (Fig. 6G). Chromosomal mapping using a circos plot illustrated the distribution of these hub genes, highlighting their potential role in early AD mechanisms (Fig. 6H). These findings suggest the contribution of differential ac4C modifications to early transcriptomic and proteomic changes associated with AD and support their relevance as targets for future research on AD pathogenesis.

**Fig. 6:**
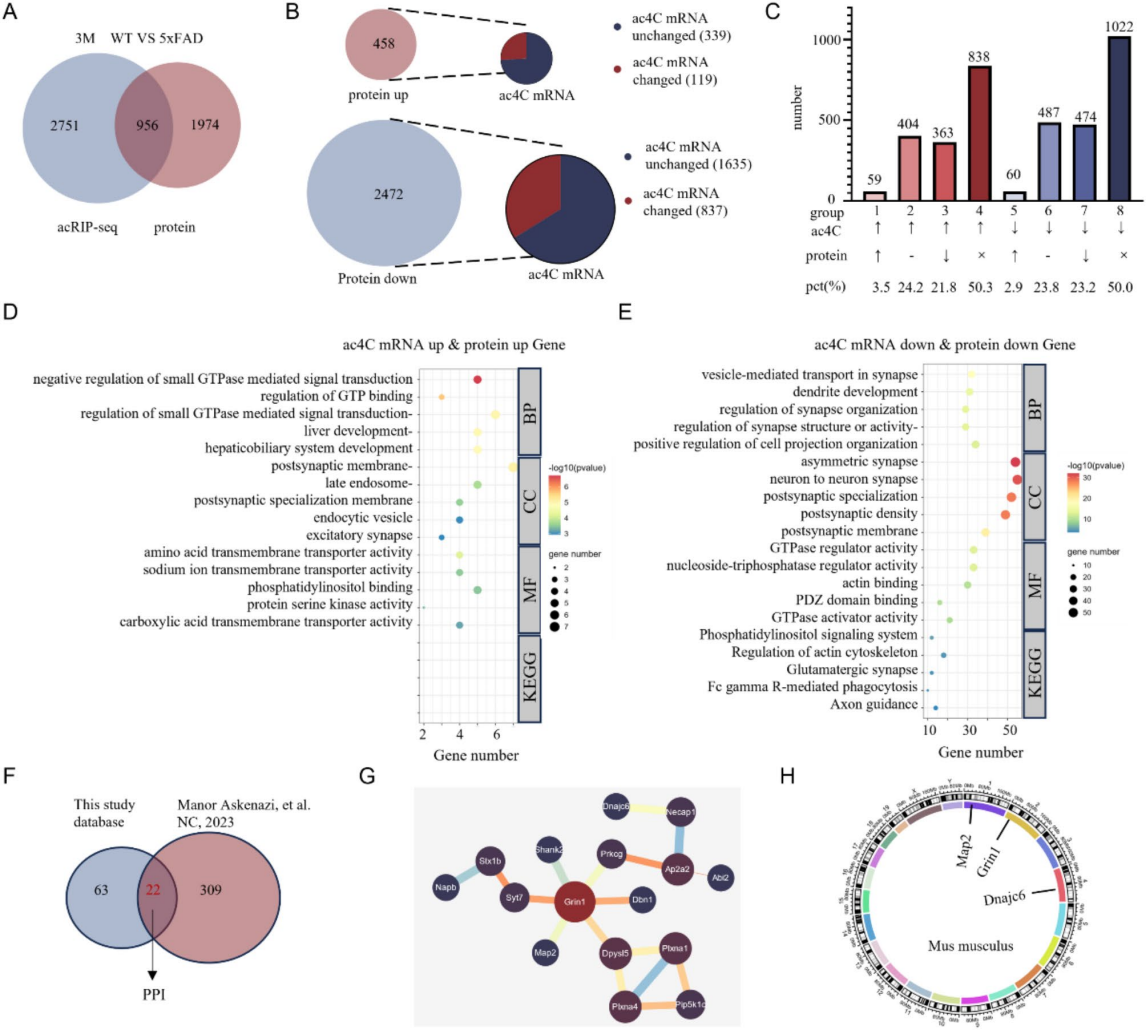
Integrated analysis highlights significant overlaps and pathway associations between proteomics and acRIP-seq data in WT and 5×FAD mice. **A** Venn diagram revealed that 956 genes exhibited differential expression at both the ac4C mRNA and protein levels. **B** Sector plot showing the number of differentially expressed versus non-significantly expressed ac4C-modified mRNAs associated with upregulated and downregulated proteins. A total of 119 upregulated and 837 downregulated proteins corresponded to differentially expressed ac4C-modified mRNAs. **C** Histogram showing the regulation of proteins corresponding to up- and downregulated ac4C-modified mRNAs. **D-E** GO and KEGG pathway enrichment analysis for group 1 (upregulated ac4C-modified mRNAs and proteins) and group 7 (downregulated ac4C-modified mRNAs and proteins). The top 5 BP, MF, CC, and KEGG pathways were summarized for group 1 (D). Similar analyses for group 7 are shown in (E), with an adjusted p-value threshold of < 0.05. **F** Venn diagram showing the intersection of downregulated genes between the top 5 BPs from (E) and data from a human hippocampal proteomic study, identifying 22 overlapping genes. **G** Interaction network of the 22 overlapping genes identified in (F), constructed using STRING analysis. Nodes in the network are color-coded from red to blue, indicating genes with low to high levels of connectivity, ***P < 0.0001. **H** Circos plot showing the chromosomal localization of hub genes selected based on their connectivity degrees and biological functions. Glutamate ionotropic receptor NMDA type subunit 1, Grin1; Microtubule associated protein 2, Map2; DnaJ heat shock protein family (Hsp40) member C6, Dnajc6

### Reduced ac4C epigenetic marks and protein levels of key neuronal proteins in the 5×FAD Alzheimer’s model

To further explore the role of ac4C modification in GRIN1, MAP2, and DNAJC6 in 5×FAD mice, we compared gene and protein profiles between 5×FAD and WT control mice. First, heat map analysis revealed differences in gene expression for Grin1, Map2, and Dnajc6 across proteomics, RNA-seq, and acRIP-seq data (Fig. 7A, E, I). 

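Map2, the microtubule-associated protein of dendrites, had a summed FE of 80.6 ± 16.5 in WT and 7.02 ± 1.31 in 5×FAD mice (SD, n = 3), a log2 fold change of -3.34 (standard error 0.254, adjusted p = 0.000269 from limma). Its WT peaks included one in the 5′ untranslated region on chromosome 1 from 66386978 to 66387135 (FE 56.1, 51.7 and 48.6), while the 5×FAD peak lay in the coding sequence from 66412462 to 66413153 (FE 5.72, 8.33 and 7.01), at a place where no WT peak lay. The peaks covered 1375 bp per WT sample and 579 bp per 5×FAD sample with a mean FE per peak of 14.2 and 7.02. With the mean FE over its peaks the log2 fold change was -0.94, less than a fold change of 2, so Map2 was then not called (adjusted p = 0.0118 from limma, the highest over the settings, where the lowest was 2.96e-05). Grin1, the obligatory subunit of NMDA receptors, had a summed FE of 84.8, 122 and 117 in WT, while 5×FAD replicate 2 had 10.4 and the other two 5×FAD samples had no peak (exact permutation test, p = 0.1, the smallest possible). A Grin1 peak in the 3′ untranslated region (chromosome 2, 25311347 to 25311789) was called in all 3 WT samples and in no 5×FAD sample, and a peak around the stop codon (25313308 to 25313604) in WT replicates 2 and 3 and 5×FAD replicate 2. Dnajc6, the co-chaperone auxilin that uncoats clathrin vesicles, had summed FE values of 38.9, 37.6 and 36.5 in WT and of 13.5 and 9.84 in 5×FAD replicates 1 and 3, with no peak in replicate 2. Its WT peaks lay on chromosome 4 from 101616486 to 101616679 (coding sequence) and from 101640472 to 101640694 (stop codon), and its 5×FAD peak from 101634991 to 101635201 (coding sequence). The log2 fold change of Dnajc6 was -2.84 (standard error 1.09, adjusted p = 0.0766 from limma), which did not pass the test. Without 5×FAD replicate 2 it was -1.63 (adjusted p = 0.00453) and with a pseudocount of 10 -1.51 (adjusted p = 0.0124), with a pseudocount of 0.1 it was -3.99, and under the other settings the adjusted p from limma lay between 0.0676 and 0.207.

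**Figure D4:**
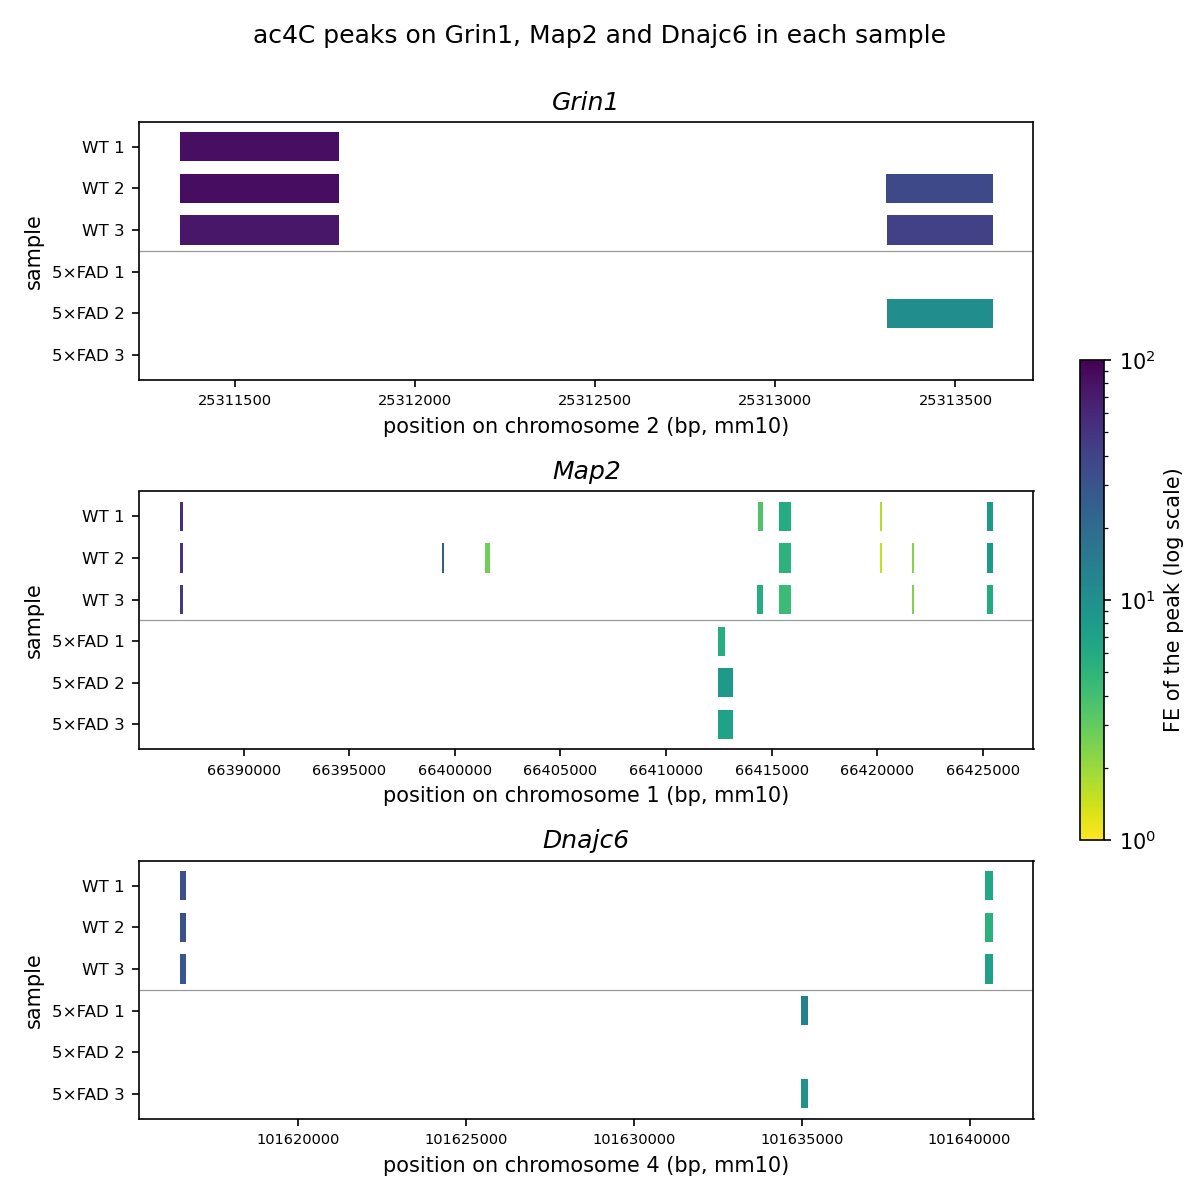
ac4C peaks on Grin1, Map2 and Dnajc6 by genomic position (bp, mm10) in each of the 3 WT and 3 5×FAD samples, 1 bar per called peak, coloured by its FE on a log scale. The narrowest peaks are drawn at the width of a line, and the strongest WT peaks, such as that of Map2 at 66386978, have no 5×FAD peak at the same place.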

The expression of these genes was lower in the 5×FAD group than in the WT group as shown in the heatmaps, where red indicates higher expression and blue indicates lower expression. However, there were no significant differences in the input samples between WT and 5×FAD mice for these genes (Fig. 7B, F, J). Next, RT-qPCR analysis of acRIP and IgG-IP samples revealed a significant reduction in acetylation modification of Grin1, Map2, and Dnajc6 in the 5×FAD mice (Fig. 7C, G, K). Western blot analysis also revealed lower GRIN1, MAP2, and DNAJC6 protein levels in the hippocampus of 3-month-old 5×FAD mice compared to WT controls (Fig. 7D, H, L). These findings suggest that reduced ac4C modification and protein expression of these key proteins in the hippocampus may contribute to the early pathophysiology of AD.

**Fig. 7:**
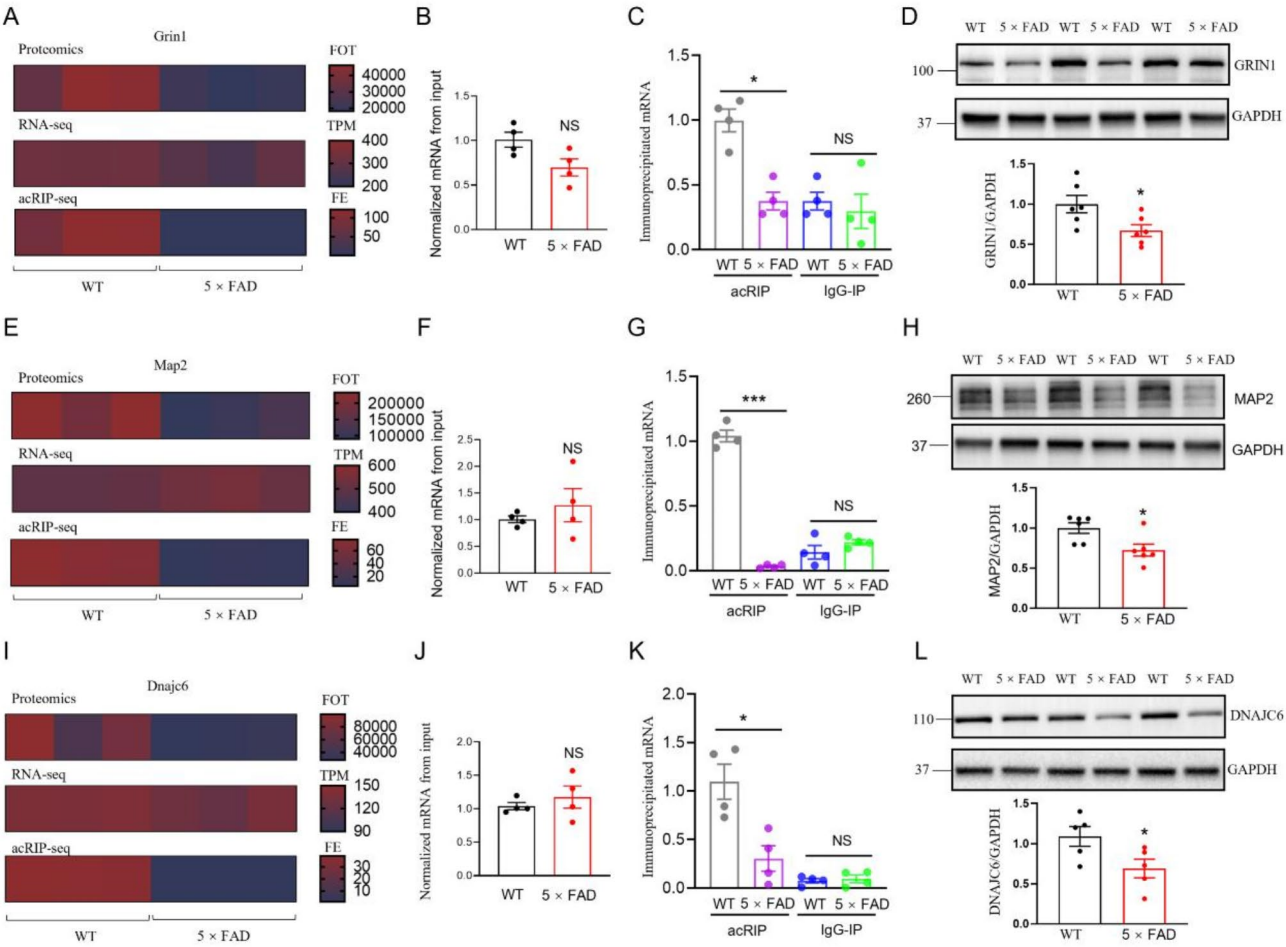
Significant reduction in ac4C modification and protein levels of GRIN1, MAP2, and DNAJC6 was evident in the hippocampus of 5×FAD mice. **A** Heatmap of gene expression across Proteomics, RNA-seq, and acRIP-seq for Grin1 between 5×FAD mice and matched WT control samples, where red indicates higher expression and blue indicates lower expression. **B** The expression of Grin1 in the input samples shows no significant differences between WT and 5×FAD mice after normalization (NS, not significant, two-tailed t-test, *n* = 4 biological replicates per condition). **C** RT-qPCR analysis of acRIP and IgG-IP samples from WT and 5×FAD mice reveal a significant reduction in the acetylation modification of Grin1 in 5×FAD mice (*P = 0.0282, NS for no significant difference, two-tailed t-test, *n* = 4 biological replicates per condition). **D** Western blot analysis shows lower protein expression levels of GRIN1 in the hippocampus of 3-month-old 5×FAD mice compared to WT controls. Top: Representative western blot images; bottom: Quantification of protein levels. *P = 0.03, two-tailed t-test, *n* = 6 biological replicates per condition. Data were normalized to WT. **E** Heatmap of gene expression across Proteomics, RNA-seq, and acRIP-seq for Map2 between 5×FAD mice and matched WT control samples, where red indicates higher expression and blue indicates lower expression. **F** The expression of Map2 in the input samples shows no significant differences between WT and 5×FAD mice after normalization (NS, not significant, two-tailed t-test, *n* = 4 biological replicates per condition). **G** RT-qPCR analysis of acRIP and IgG-IP samples from WT and 5×FAD mice reveal a significant reduction in the acetylation modification of Grin1 in 5×FAD mice (***P = 0.0002, NS for no significant difference, two-tailed t-test, *n* = 4 biological replicates per condition). **H** Western blot analysis shows lower protein expression levels of MAP2 in the hippocampus of 3-month-old 5×FAD mice compared to WT controls. Top: Representative western blot images; bottom: Quantification of protein levels. *P = 0.0201, two-tailed t-test, *n* = 6 biological replicates per condition. Data were normalized to WT. **I** Heatmap of gene expression across Proteomics, RNA-seq, and acRIP-seq for Dnajc6 between 5×FAD mice and matched WT control samples, where red indicates higher expression and blue indicates lower expression. **J** The expression of Dnajc6 in the input samples shows no significant differences between WT and 5×FAD mice after normalization (NS, not significant, two-tailed t-test, *n* = 4 biological replicates per condition). **K** RT-qPCR analysis of acRIP and IgG-IP samples from WT and 5×FAD mice reveal a significant reduction in the acetylation modification of Dnajc6 in 5×FAD mice (*P = 0.0379, NS for no significant difference, two-tailed t-test, *n* = 4 biological replicates per condition). **L** Western blot analysis shows lower protein expression levels of DNAJC6 in the hippocampus of 3-month-old 5×FAD mice compared to WT controls. Top: Representative western blot images; bottom: Quantification of protein levels. *P = 0.0455, two-tailed t-test, *n* = 6 biological replicates per condition. Data were normalized to WT

### Cellular localization of key neuronal proteins in the 5×FAD Alzheimer’s model

In our investigation of key neuronal protein localization, we co-labeled Grin1 and MAP2 with specific cellular markers. However, the IF staining of DNAJC6 encountered suboptimal results due to significant background interference. We utilized the excitatory neuron marker neurogranin (NG) for simultaneous fluorescence labeling with Grin1 and MAP2. This approach revealed that there was no significant difference in the expression of Grin1 in NG-positive pyramidal neurons between WT and 5×FAD groups (Fig. 8A-B). Comparable outcomes were noted when NG was co-labeled with MAP2 (Fig. 8C-D). Considering the critical role of excitatory/inhibitory (E/I) imbalance, driven by impaired interneuron function, in the early stages of AD, we pursued deeper analysis. CIBERSORT analysis showed that 23.13% of the down-regulated proteins were predominantly found in GABAergic interneurons. Despite hippocampal interneurons constituting a minor portion of the total neuronal population, we conducted additional fluorescence co-labeling experiments using the interneuron marker parvalbumin (PV) together with Grin1 and MAP2. It was noteworthy that the expression of Grin1 on PV-positive GABAergic interneurons was significantly decreased in the 5×FAD group (Fig. 8E-F), a trend that was also evident when MAP2/PV co-labeling (Fig. 8G-H). These results indicate that MAP2 and GRIN1 are primarily expressed in excitatory neurons, but their reduction in the early stages of AD predominantly occurs in interneurons, potentially impairing interneuron function and leading to excessive neuronal hyperactivity, which contributes to AD progression.

**Fig. 8:**
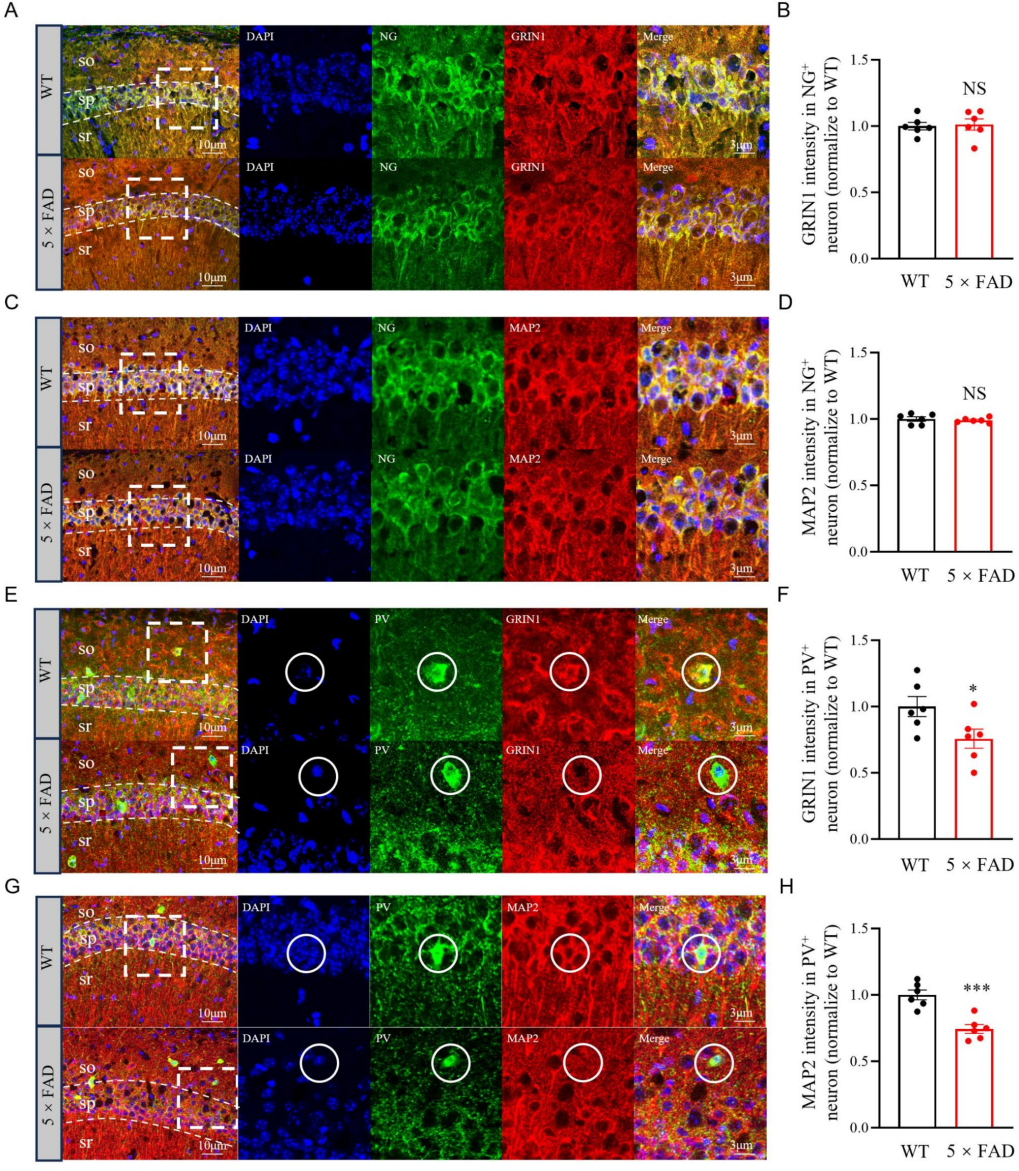
Reduction in protein levels of GRIN1 and MAP2 in GABAergic interneurons of 3-month-old 5×FAD mice. **A-B** Immunofluorescence for neurogranin (NG) and GRIN1 in the CA1 area of the hippocampus. Fluorescence intensity normalized to WT group of GRIN1 in NG-positive pyramidal neurons shows no significant difference between WT and 5×FAD mice. NS for no significant difference. **C-D**. Immunofluorescence for NG and MAP2 in the CA1 area of the hippocampus. Fluorescence intensity normalized to WT group of MAP2 in NG-positive pyramidal neurons shows no significant difference between WT and 5×FAD mice. **E-F**. Immunofluorescence for parvalbumin (PV) and GRIN1 in the CA1 area of the hippocampus, with quantification of fluorescence intensity normalized to WT group of GRIN1 in PV-positive GABAergic interneurons. A significant reduction in GRIN1 expression in PV-positive neurons is observed in the 5×FAD group compared to the WT group. *P = 0.0433. **G-H**. Immunofluorescence for PV and MAP2 in the CA1 area of the hippocampus, with quantification of fluorescence intensity normalized to WT group of MAP2 in PV-positive GABAergic interneurons. A significant reduction in MAP2 expression in PV-positive neurons is observed in the 5×FAD group compared to the WT group. ***P = 0.0004. All statistical analyses were performed using two-tailed t-test. Scale bars: left, 10 μm; right, 3 μm. Top panel: WT mouse; bottom panel: 5×FAD mouse. Abbreviations: so, stratum oriens; sp, stratum pyramidale; sr, stratum radiatum

### Distinct patterns of ac4C mRNA modifications in 3 and 6-month-old 5×FAD mice

In order to further explore the role of ac4C modifications on mRNA at different stages of AD, we performed on ac4C modifications in the hippocampus of 6-month-old 5×FAD and WT mice. The analysis yielded a total of 7,189 ac4C peaks in the hippocampus of 6-month-old WT mice, compared to 8,394 peaks in 6-month-old 5×FAD mice (Fig. 9A). Furthermore, 3,960 ac4C-modified mRNAs were detected in WT mice, while 4,239 were observed in 5×FAD mice (Fig. 9B). However, the proportion of ac4C-modified mRNAs relative to non-ac4C-modified mRNAs showed no significant difference between the two groups (Fig. 9C). Variance analysis showed that a total of 889 ac4C mRNAs were found to be upregulated, while 610 ac4C mRNAs were downregulated in 6-month-old 5×FAD mice (Fig. 9D). Venn diagram analysis further demonstrated distinct age-related dynamics in ac4C-modified mRNAs. In 3-month-old 5×FAD mice, 1,530 mRNAs were uniquely upregulated and 1,915 were uniquely downregulated, while only 134 upregulated and 128 downregulated mRNAs overlapped between 3 and 6-month-old 5×FAD mice (Fig. 9E-F). This finding indicates that approximately 90% of dysregulated ac4C-modified mRNAs in 3-month-old 5×FAD mice were not observed at 6 months. The results of this study suggest that the dysregulated ac4C modifications identified in 3-month-old 5×FAD mice are highly specific to the early-stages of AD, highlighting a distinct molecular signature at this critical point in disease progression.

**Fig. 9:**
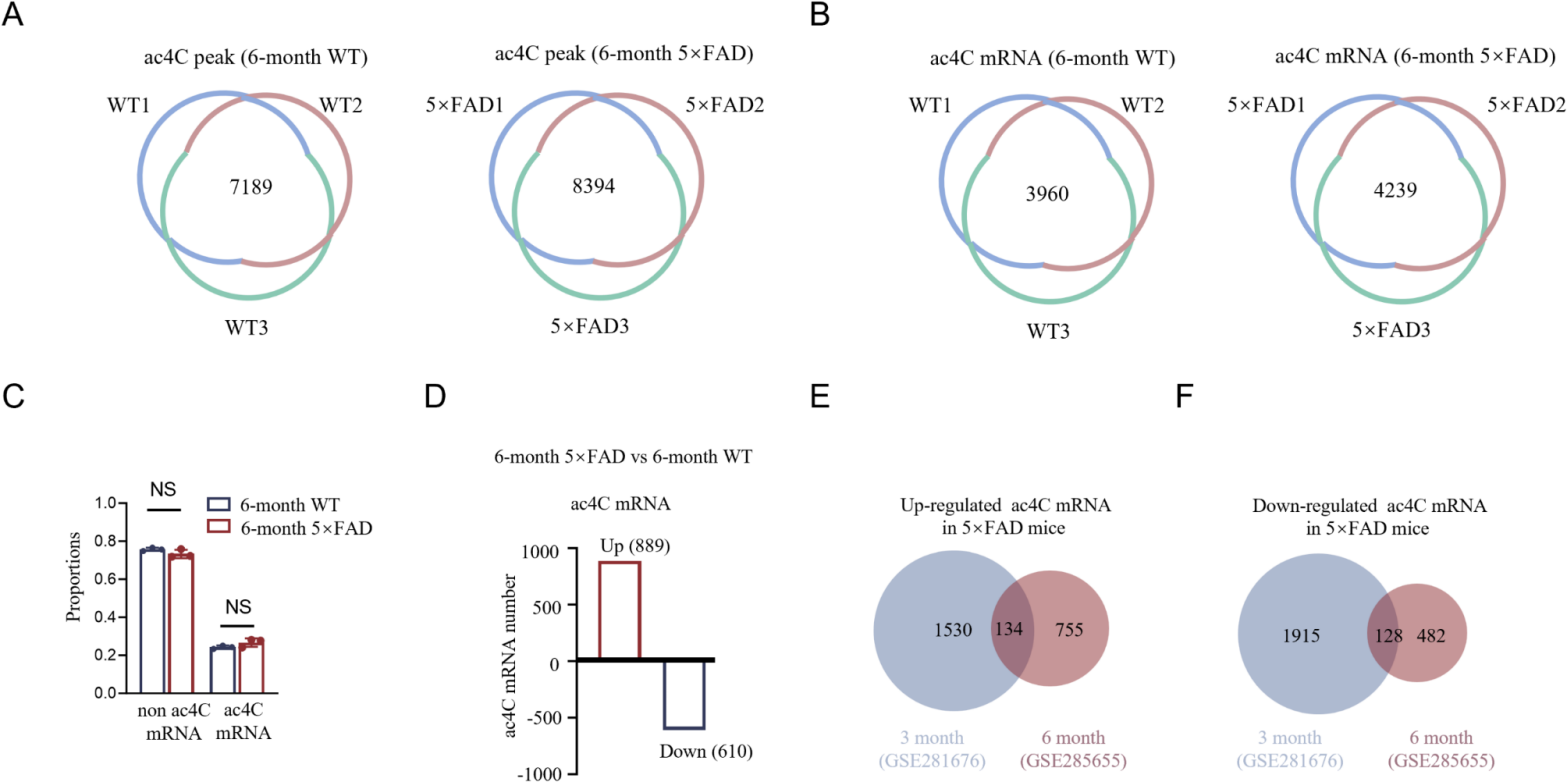
Dysregulated ac4C mRNAs identified in 3-month-old 5×FAD mice are specific to early stage of AD. **A** acRIP-seq performed on three independent samples from each group identified 7,189 ac4C peaks in 6-month-old WT and 8,394 peaks in 6-month-old 5×FAD, with non-overlapping regions representing peaks unique to specific samples. **B** A total of 3,960 ac4C-modified mRNAs were identified in at least two 6-month-old WT samples, while 4,239 were detected in 6-month-old 5×FAD samples, with all transcripts confirmed by RNA-seq. **C** Bar graph comparing the ratio of ac4C to non-ac4C mRNAs showed no significant difference between 6-month-old WT and 6-month-old 5×FAD mice (*P* > 0.99 for both comparisons). **D** A total of 889 ac4C mRNAs were upregulated, while 610 ac4C mRNAs were downregulated in 6-month-old 5×FAD mice. **E** The Venn diagram shows the overlap and distribution of ac4C mRNAs upregulated in 3 and 6-month-old 5×FAD mice compared to age-matched WT controls. A total of 134 ac4C mRNAs were upregulated in both 3-month-old and 6-month-old 5×FAD mice. In contrast, 1530 ac4C mRNAs were uniquely upregulated in 3-month-old 5×FAD mice and 755 ac4C mRNAs were uniquely upregulated in 6-month-old 5×FAD mice. **F** The Venn diagram shows the overlap and distribution of ac4C mRNAs downregulated in 3 and 6-month-old 5×FAD mice compared to age-matched WT controls. A total of 128 ac4C mRNAs were downregulated in both 3 and 6-month-old 5×FAD mice. In contrast, 1915 ac4C mRNA were uniquely downregulated in 3-month-old 5×FAD mice and 482 ac4C mRNA were uniquely downregulated in 6-month-old 5×FAD mice. On the basis of adjusted p value < 0.05,|Log_2_(FC)|> 1

## Discussion

It is of paramount importance to gain insight into the early molecular and epigenetic alterations associated with AD in order to elucidate the underlying mechanisms that precede the onset of clinical symptoms. The results of this study indicate that the observed alterations in protein expression in 3-month-old 5×FAD mice are unlikely to be the result of changes in mRNA abundance. It is therefore plausible that these alterations are linked to ac4C modifications, which represent a form of post-transcriptional regulation of mRNA. This emphasizes the functional importance of ac4C mRNA modifications and indicates their potential role in the initial stages of AD pathophysiology, as demonstrated by the 5×FAD mouse model. We focused on ac4C modifications because of their recognized function in stabilizing mRNA and enhancing translation, processes that are critical for neuronal health and synaptic function [6, 12, 17, 34]. Widespread perturbations in RNA homeostasis play a critical role in neuronal dysfunction [35]. The targeting and reversal of aberrant RNA modifications, including those involving ac4C, may represent a promising strategy for modulating the progressive decline observed in neurodegenerative diseases. Correcting these RNA modifications may enable the modulation of disease progression, thereby offering meaningful therapeutic benefits to individuals affected by such conditions.

The results presented in this study provide valuable insights into the role of mRNA acetylation modifications in the 5×FAD model at three months of age, supported by rigorous within-group reproducibility and stringent quality control standards. Although no significant cognitive deficits were observed in 5×FAD mice at this stage, we detecting significant changes in mRNA acetylation. To ensure the reliability of these findings, extensive quality control measures were implemented to maintain the integrity and accuracy of the data analysis. Measures included minimizing rRNA interference and validating RNA integrity and library quality, contributing to highly consistent sequencing results across biological replicates. Our quality control strategy resulted in robust data, allowing confident identification of 4,537 out of 5,373 ac4C peaks in the WT group and 3,904 out of 4,810 peaks in the 5×FAD group, with a high degree of overlap between replicates. This consistency underlines the credibility of our results and highlights the need for stringent quality standards when investigating post-transcriptional modifications such as ac4C. This foundation supports the exploration of the broader implications of ac4C modifications on mRNA stability and translation, contributing to our understanding of their potential involvement in the early pathophysiology of AD.

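Of the 5370 regions with a peak in any WT sample, 84.4% had one in at least 2 samples, and of the 4809 with a peak in any 5×FAD sample 81.2%. Regions found in 2 samples of a genotype also had similar FE, with a mean Spearman correlation over the regions shared by a pair of 0.966 in WT and 0.960 in 5×FAD mice, across regions, which are not independent replicates. For the regions shared by a WT and a 5×FAD sample that correlation lay between -0.418 and -0.354.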

To validate the identification of ac4C peaks, we ensured corroboration with RNA-seq data, confirming the presence of the associated mRNA and reinforcing our findings’ credibility. By employing this rigorous approach, 4,361 credible peaks were confirmed in the WT group and 3,728 in the 5×FAD group. Notably, the 5×FAD group exhibited 1,464 newly acetylated mRNAs and a loss of acetylation in 1,730 mRNAs, compared to 2,789 acetylated mRNAs in age-matched WT mice. Given the well-established influence of ac4C modifications on mRNA translation and stability, it is plausible that these pronounced changes contribute to the pathophysiological processes observed in 3-month-old 5×FAD mice. Notably, that the RNA-seq data revealed no correlation between the pronounced alterations in mRNA acetylation in the hippocampus and significant changes in overall mRNA expression levels. This indicates that ac4C modifications may modulate translation efficiency or influence the spatial conformation of mRNA molecules. Previous studies have demonstrated that ac4C can impact RNA binding properties, which supports this proposition [11]. This evidence supports to the hypothesis that mRNA acetylation may affect in translational regulation.

Here, the proteomic and transcriptomic data demonstrate that, while overall mRNA expression alterations were minimal in early 5×FAD mice, specific ac4C modifications exerted a pronounced influence on the proteomic landscape. The observed differential ac4C enrichment indicates that even subtle RNA modifications can disrupt protein synthesis pathways, potentially driving downstream effects that contribute to early AD pathogenesis. These findings emphasize the necessity of investigating RNA modifications as potential early modulators of AD, thereby elucidating their role in initiating the molecular changes that precede broader neurodegenerative processes. Our results indicate a reduction in protein in 5×FAD mice, which may be associated with the downregulation of the corresponding ac4C-modified mRNAs. GO analysis revealed that these genes are significantly enriched in BP related to synaptic function, including vesicle-mediated transport in synapses, dendrite development, and regulation of synapse organization, among others. It is noteworthy that synaptic dysfunction and an imbalance in excitatory and inhibitory neurotransmission are believed to emerge decades before the onset of cognitive decline. This is accompanied by the loss of presynaptic terminals, which precedes the formation of amyloid beta plaques [36, 37]. This underscores the potential for identifying the pathological mechanisms underlying synaptic dysfunction, thereby enabling early diagnosis and intervention for individuals at high risk of AD, even prior to cognitive decline or Aβ plaque formation. The present study demonstrates that in the early-stages of AD, the expression of proteins associated with synaptic function is diminished. It is noteworthy that while the levels of corresponding mRNAs show no significant differences, the ac4C modification of these mRNAs is markedly downregulated. This suggests that ac4C modification may contribute to the pathological processes leading to altered protein expression associated with synaptic dysfunction in early-stage AD. These findings may help explain the lack of significant changes in mRNA expression observed in previous studies, underscoring the importance of investigating post-transcriptional modifications in AD pathology.

However, the overlap between the genes identified in our study and those from human sequencing data is limited, which may be explained by several factors. (1) The human sequencing data were obtained from postmortem brain tissues of middle- or late-stage AD patients, whereas the 3-month-old 5×FAD mouse model represents the early stages of the disease. (2) Mice and humans differ in gene expression patterns and disease mechanisms, which can result in discrepancies when comparing data from animal models to human studies [38, 39]. (3) Gene expression changes in AD have been shown to be highly region-specific and cell-type-specific [40]. This study focused on the hippocampus, while human postmortem studies examined a broader range of brain regions, including the entorhinal cortex, hippocampus, parahippocampal gyrus, temporal cortex, frontal cortex, parietal cortex, precuneus, cingulate, and occipital cortex.

Furthermore, an exhaustive examination was undertaken of the genes associated with these pathways, resulting in the identification of representative genes that are intimately connected with synaptic function. It is noteworthy that GRIN1, MAP2, and DNAJC6 play a critical role in maintaining synaptic structure and function. GRIN1, which encodes a subunit of the NMDA receptor, is essential for synaptic plasticity and cognitive function [41]. Memantine, an NMDA receptor antagonist, has been shown to alleviate chronic neurotoxicity and improve learning and memory by inhibiting overactivation mediated by the NR1 subunit [42]. In this regard, the downregulation of NR1 subunit of NMDA receptor (Grin1) may offer neuroprotective benefits for AD. The dysfunction of MAP2 has been demonstrated to be closely associated with the pathology of AD, including the formation of neurofibrillary tangles, synaptic dysfunction, and microtubule disassembly [43]. MAP2 is critical in stabilizing the neuronal microtubule network, which is necessary to maintain synaptic connectivity. It is noteworthy that decreased MAP2 expression at synapses precedes the appearance of AD plaques, suggesting that MAP2 alterations may serve as early markers of synaptic pathology and cognitive impairment [44]. DNAJC6 is involved in synaptic vesicle recycling and efficient neurotransmission, with mutations associated with neurodevelopmental and synaptic defects and early-onset parkinsonism [45]. Clinical studies have linked the HSP family proteins, including Dnajc6, to genetic risks of AD. Members of this family have been shown to regulate Aβ protein aggregation, thereby providing a protective effect for AD [46, 47]. The observed downregulation of DNAJC6 in 5×FAD mice suggest impaired vesicle cycling contributes to early synaptic dysfunction.

The imbalance between excitation and inhibition (E/I) is a key pathological hypothesis of AD [48]. Notably, individuals with abnormal neuronal activity, such as epilepsy patients, exhibit a significantly higher incidence of AD in old age. In 5×FAD mice with epileptic seizures, learning and memory deficits are exacerbated [49]. In our study, we observed that GRIN1 and MAP2 were significantly downregulated in PV-positive interneurons, rather than in excitatory neurons, despite interneurons constituting a small proportion of hippocampal neurons. This downregulation of key neuronal proteins likely results in impaired interneuron function, which in turn may lead to abnormal hyperactivity of excitatory hippocampal neurons. These findings point to an early-stage alteration in AD pathology. Previous studies have suggested that MAP2 expression remains unchanged in hippocampal neurons of early-stage AD model mice [50]. Our results are consistent with previous studies [51, 52], indicating that deficits in PV-positive GABAergic interneurons mediate early dysfunction of key proteins in AD. This highlights the critical value of integrative multi-omics approaches, including epigenomic and transcriptomic analyses, in uncovering early-stage pathological changes that might have been previously neglected. By focusing on these lesser-explored cellular populations, we can gain new insights into AD progression and identify potential therapeutic targets that may otherwise have been missed. This collective evidence underscores the importance of ac4C as a regulatory element in protein synthesis and RNA stability, it suggests that reductions in ac4C modifications may trigger early synaptic dysfunction that sets the stage for broader neurodegenerative processes. Moreover, Investigating the role of ac4C modifications in the hippocampus could be particularly valuable in understanding their impact on the regulation of cognitive function in AD. Disruption of these modifications may contribute to AD pathology, highlighting the potential importance of ac4C in the progression of the disease. Understanding these early transcriptomic and proteomic perturbations provides insights into potential molecular targets for therapeutic intervention in AD.

In conclusion, both proteomic and transcriptomic analyses reveal significant dysregulation of ac4C modifications and protein expression, strongly supporting an early neurodegenerative phenotype in the 5×FAD mouse model of AD. Functional enrichment analyses linked downregulated ac4C-modified mRNAs and proteins to pathways associated with neurodegeneration and AD, findings supported by overlap with human disease studies. This alignment highlights the potential contribution of ac4C modifications to early cellular dysfunctions consistent with human AD pathology. Given the current limitations of effective treatment options for AD, understanding these early pathophysiological mechanisms is essential. The focus of this study on ac4C modifications provides new insights into the early molecular changes associated with AD and suggests that these modifications may serve as critical regulators of RNA stability, protein interactions, and neuronal health. Studying these early changes may pave the way for developing novel biomarkers and targeted therapies that could help detect and intervene in the early-stages of the disease, potentially slowing or preventing its progression. Future research should extend these findings by examining the impact of altered ac4C modifications in different brain regions and in human studies. Addressing these early transcriptomic and proteomic changes may provide new opportunities for interventions that prevent or slow significant neurodegenerative damage and ultimately alter the course of AD.

### Method

#### Animal

All experimental procedures were approved by the Institutional Animal Care and Use Committee of East China Normal University (ethics approval numbers: m20220604 and m20241104). In this study, we used three-month-old female 5×FAD mice (B6.Cg-Tg [APPSwFlLon, PSEN1M146LL286V] 6799Vas/Mmjax) together with three-month-old female wild-type (WT) mice, both obtained from The Jackson Laboratory (MMRRC). All mice were housed under the same conditions: 23 °C temperature, 50% humidity, and a 12-hour light/dark cycle with ad libitum access to food and water. Three-month-old male and female littermates were used in the experiments. Animals were anesthetized with isoflurane and intracardiac perfusion with phosphate-buffered saline (PBS).

#### Morris water maze (MWM)

The Morris Water Maze (MWM) test was used to assess spatial learning and memory. The MWM apparatus consisted of a cylindrical water tank (diameter: 1.5 m, height: 50 cm) filled with water at 23 °C to a depth of 30 cm. A white plastic platform (diameter: 10 cm) was submerged 6–8 mm below the water surface. The tank was surrounded by a black opaque screen with simple graphic markers placed in each cardinal direction to aid spatial orientation. A camera mounted above the tank transmitted real-time images to a computer for recording and analysis. White, opaque, non-toxic paint was added to the water to obscure visibility. The mice were trained for five consecutive days and tested on the sixth day. On the first day, a visible marker was placed on the platform to help the mice identify its location. The tank was divided into four quadrants, with the platform in the first quadrant. Each mouse was trained four times per day, with each trial starting in a different quadrant. On days 2–5, the marker was removed from the platform. Mice were released from a new quadrant each day and trained in four daily trials, each beginning in a different quadrant. The timer for each trial started when the mouse was released. If the mouse found the platform within 60 s and remained on the platform for at least 3 s, the timer stopped and the event was recorded. If the mouse did not locate the platform within 60 s, it was gently guided to the platform and allowed to remain there for 15 s. Training sessions were conducted at the same time each day, and mice were gently dried after each trial. The platform was removed on the sixth day, and the mice were released from the third quadrant. Each mouse was allowed to swim for 60 s, after which it was retrieved. During the training days (days 1–5), the daily average latency for each mouse to reach the platform was recorded. On the sixth day (probe trial), the average swimming speed, total swimming distance, and number of times each mouse crossed the former platform area were recorded.

#### Chemical and reagents

RNA was isolated using an Automatic nucleic acids instrument (Vazyme, VNP-32P) for RT-qPCR. Methods for extraction and purification of poly(A) RNA for RNA-seq or acRIP-seq are described in the following sections. Chloroform and other common laboratory chemicals were purchased from Merck (109634, Darmstadt, Germany). Hydroxylamine was purchased from Aladdin Bio-Chem Technology Co., Ltd. (H164487). Methylene blue used for nucleic acid visualization was purchased from Abcam (M9140). Nylon membranes were purchased from Beyotime (FFN10). The RNase inhibitor was purchased from New England Biolabs (M0314S, NEB, CA, USA).

#### Western blotting (WB)

After euthanasia, hippocampal tissue from WT and 5×FAD mice were isolated and homogenized in RIPA buffer containing 50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 2 mM EDTA, 1% sodium deoxycholate, 1% SDS, 1 mM PMSF, 50 mM sodium fluoride, 1 mM sodium vanadate, 1 mM DTT, and a protease inhibitor cocktail. SDS-PAGE resolved protein samples (20 µg)and then transferred to PVDF membranes (0.45 μm, PVH000210, Millipore). The membranes were blocked in TBS buffer (0.1% Tween-20 and 5% milk) for 1 h at room temperature and then incubated with primary antibodies overnight at 4 °C. After washing, the membranes were incubated with HRP-conjugated secondary antibody (goat anti-rabbit, G-21234, 1:2000, Thermo Fisher) in the same TBS buffer for 2 h at room temperature. Immunoreactive bands were visualized using the ChemiDoc™ XRS + Imaging System (Bio-Rad) with enhanced chemiluminescence (Pierce) and analyzed using ImageJ software (NIH). Primary antibodies used included anti-APP (1:2000, Merck Millipore, A8717), anti-GRIN1 (1:1000, HUABIO, ET1703-75), anti-MAP2 (1:1000, Merck Millipore, AB5622), anti-DNAJC6 (1:1000, HUABIO, HA722929), and anti-GAPDH (1:4000, HUABIO, ET1601-4).

#### Immunofluorescence (IF)

Immunofluorescence analysis was conducted following established protocols as described in previous studies [53]. Mouse brains were fixed in 4% paraformaldehyde at 4 °C for 24 h, followed by dehydration in 20% sucrose solution in PBS at 4 °C overnight, followed by further dehydration in 30% sucrose solution in PBS. Brains were then embedded in OCT medium in an embedding mold and frozen at 0 °C. Embedded tissues were sectioned at 35 μm using a Leica CM3050S cryostat. Brain slices were permeabilized in PBS containing 0.3% Triton X-100 and 5% BSA and then incubated with primary antibody at 4 °C overnight. After three PBS washes, sections were incubated with secondary antibody for 2 h at room temperature. Antifade Mounting Medium with DAPI (Beyotime. P0131) was used to protect sections. The samples were then mounted with Vectashield mounting medium (Vector Laboratories), and images were captured using a Leica TCS SP8 confocal microscope. Primary antibodies used included anti-6E10 (1:500, BioLegend, #SIG-39320), anti-MAP2 (1:500, Merck Millipore, AB5622), anti-GRIN1 (1:200, HUABIO, ET1703-75), anti-neurogranin (1:500, R&D Systems, MAB7947) and anti-Parvalbumin (1:750, SIGMA, P3088). Secondary antibodies used included anti-p Fluor 488-conjugated (goat anti-mouse, A-11029, 1:500, Thermo Fisher) and anti-p Fluor 594-conjugated (goat anti-rabbit, A-11012, 1:500, Thermo Fisher).

#### Acetylated RNA Immunoprecipitation (acRIP)

To quantify ac4C modification levels of specific genes, acetylated RNA immunoprecipitation (acRIP) was performed following a protocol similar to the m6A RNA immunoprecipitation (MeRIP) assay, with the anti-m6A antibody replaced by an anti-ac4C antibody according to the manufacturer’s instructions (Millipore, USA). Briefly, the anti-ac4C antibody (Abcam) was incubated with magnetic beads overnight to allow binding. The antibody-bead complex was then incubated with RNA samples. After RNA was eluted from the beads, RT-qPCR was performed to assess ac4C levels.

#### Quantitative reverse transcription polymerase chain reaction (RT-qPCR)

cDNA was synthesized by reverse transcription using the HiScript III RT SuperMix for qPCR Kit (Vazyme, R323-01). Amplification was then performed using the ChamQ Universal SYBR qPCR Master Mix Kit (Vazyme, Q711-02). Gene expression levels were normalized to Gapdh as an internal control. The primer sequences used for qPCR in this study were as follows:

Grin1: forward 5’-ctgtctcctacacagctggc-3’; reverse 5’-ttctctgccttggactcacg-3’.

Map2: forward 5’-cgtaaatggggatttggtca-3’; reverse 5’-tcgactttccatcccacttc-3’.

Dnajc6: forward 5’-caggcaggctccaagtctac-3’; reverse 5’-cagtccaattcctggtcgct-3’.

Gapdh: forward 5’-gggtgtgaaccacgagaaat-3’; reverse 5’-actgtggtcatgagcccttc-3’.

### Proteomics

#### Sample preparation for proteomic analysis

For each group, hippocampal tissue was collected, washed in PBS, and subjected to global protein extraction using 8 M urea (pH 8.0) with phenylmethanesulfonyl fluoride (PMSF) as a protease inhibitor. The samples were ground using a cryogenic grinder and subjected to sonication for a period of three minutes, with a cycle time of three seconds on and three seconds off, at an amplitude of 25%. The protein concentration was determined using the Bradford assay, and 100 µg of protein was subjected to overnight digestion following the filter-assisted sample preparation (FASP) method with 3.5 µg of trypsin in 50 mM ammonium bicarbonate (pH 8.0) at 37 °C. The resulting peptides were purified by extraction with 50% acetonitrile (ACN) and 0.1% formic acid (FA), desalted using Empore 3 M C18 discs (2 mg, 3 μm, 150 Å, Agela) in pipette tips, and dried using a vacuum concentrator (Thermo Fisher Scientific, USA).

#### Liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis of the peptide mixture

Proteomic analysis was performed on a nanoElute-HPLC system (Bruker Daltonics) coupled to a hybrid trapped ion mobility spectrometry quadrupole time-of-flight mass spectrometer (TIMS-TOF Pro, Bruker Daltonics, Billerica, MA) using a Captive Spray nano-electrospray ion source. The peptide mixture was reconstituted in solution A (0.1% FA) and loaded onto an analytical column (75 μm i.d. × 25 cm). Peptides were separated over a 60-minute gradient at a flow rate of 600 nL/min: 2–22% solvent B (ACN with 0.1% FA) for 45 min, 22–37% B for 5 min, 37–80% B for 5 min, followed by 80% B for 5 min. Mass spectrometry (MS) analysis was performed in positive electrospray ionization mode over a 100–1700 m/z mass range. Accumulation and ramp times were set to 100 ms each. Full scan MS spectra (m/z 100–1700) were acquired with ion mobility scanning from 0.7 to 1.3 Vs/cm². Each acquisition cycle (1.16 s) consisted of one TIMS MS full scan and 10 parallel accumulation serial fragmentation (PASEF) MS/MS scans. During PASEF, the collision energy was ramped from 59 eV at 1/K0 = 1.6 Vs/cm² to 20 eV at 1/K0 = 0.6 Vs/cm².

#### Proteome identification and quantification using PEAKS-based database searching

Raw MS files were analyzed using PEAKS Online Xpro software (v1.4) for peptide and protein identification by searching the Swiss-Prot database (downloaded on August 20, 2020, containing 20,375 protein entries) and quantification with a match between run (MBR) algorithm. Trypsin was selected as the proteolytic enzyme, allowing for up to three missed cleavage sites. The mass tolerance was set to 15 ppm for precursor ions and 0.05 Da for fragment ions. Oxidation of methionine and N-terminal acetylation were specified as variable modifications. False discovery rates (FDR) for peptide spectrum matches (PSMs) and proteins were kept below 1%. For proteome quantification, peptide feature area values were converted to a fraction of total (FOT) values, then multiplied by 10^6 for ease of presentation. For proteins detected in both of the 5×FAD and WT groups, differential expression analysis was performed using the limma package in R. A protein was considered differentially expressed if the adjusted p-value (adj. p-value) was less than 0.05 and the fold change was greater than or equal to 2. For proteins detected exclusively in either the 5×FAD or WT group, we assumed that these proteins were differentially expressed.

#### acRIP -seq

A total of 10 to 50 micrograms of RNA was subjected to immunoprecipitation using the GenSeq acRIP Kit (GenSeq Inc.) in accordance with the manufacturer’s instructions. In summary, total RNA was randomly fragmented to a length of approximately 200 nt using RNA fragmentation reagents. The anti-ac4C antibody or control IgG (sc-2027, Santa Cruz) was conjugated to Protein A/G Dynabeads (Share-Bio, SB-PR001) in PBS and incubated for one hour at room temperature. Subsequently, the RNA fragments were incubated with the bead-conjugated antibodies, which were rotated at 4 °C for four hours. Subsequently, the RNA/antibody complexes were subjected to multiple rounds of washing to remove any unbound materials. The captured RNA was subsequently eluted from the complexes and purified to ensure its suitability for subsequent analysis. Ribosomal RNA (rRNA) depletion was performed on the RNA samples using the NEBNext rRNA Depletion Kit (New England Biolabs, Inc.). RNA libraries for immunoprecipitation (IP) and input samples were constructed using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc.) in accordance with the standard protocol. The quality of the libraries was evaluated using the Agilent 2100 Bioanalyzer (Agilent), and sequencing was conducted on the NovaSeq platform (Illumina).

### Quantification and statistical analysis of the ac4C epitranscriptome

#### Identification of ac4C peaks and positional analysis of acetylated sites

After RNA integrity assessment, acRIP enrichment control and library quality control, raw reads were quality controlled using Q30 and FastQC. Adapter trimming of 3’ sequences and removal of low-quality reads were performed using Cutadapt software (v1.9.3) to generate clean reads. A post-alignment filter was applied to exclude alignments to mitochondrial DNA (chrM) and mismatched mating pairs. Clean reads were then aligned to the mouse genome (mm10) using Hisat2 software (v2.04).

To identify acetylated sites, we evaluated the enrichment of clean reads in acRIP, input and IgG control samples. MACS software (v1.4.2) was used to detect regions of significant read enrichment in the acRIP samples, with adjustments made to optimize the analysis of transcript-mapped reads (e.g., disabling the shift model and local lambda, and setting the sequencing read length to 150 bp). Input samples were used as controls during peak calling. The enriched regions were identified as acetylated sites and ac4C peaks were generated in bed or bam format for further analysis. These peaks were visualized on the UCSC Genome Browser (https://genome.ucsc.edu/cgi-bin/hgGateway) using IGV (http://www.igv.org/).

Strict filtering criteria were applied during ac4C peak calling to ensure data reliability. First, only peaks located on protein-coding exons were selected for further analysis. Additional filters including an adjusted p-value threshold of < 0.05 and a fold enrichment (FE) greater than 1, were used. Peaks with a false discovery rate (FDR)-adjusted p-value < 0.05 were considered statistically significant. A calibration step was performed for IgG control peaks to exclude non-specific IgG binding peaks, retaining only those with no coordinate overlap. Fold enrichment (FE) was calculated by dividing the difference between the acRIP and IgG peaks by the input peak. This procedure ensured that the acetylated regions identified reflected significant and specific ac4C modification levels.

$$\:FE=\frac{acRIP-IgGRIP}{Input}$$

#### Analysis of ac4C fold enrichment (FE) for individual mRNAs

Upon analyzing the fold enrichment (FE) value of each ac4C peak and its corresponding gene, it was observed that multiple ac4C peaks could occur on the same mRNA, rather than a simple one-to-one correspondence between a peak and an mRNA. Consequently, for mRNAs with multiple ac4C-modified regions, the FE of the mRNA was defined as the aggregate of the FE values of the aforementioned peaks. In the case of mRNAs with a single ac4C peak, the FE value of the peak was employed directly in defining the mRNA’s FE value. The following quantification index was used to calculate the ac4C levels in individual mRNAs:

$$\:FE\:\:of\:\:ac4C\:mRNA=\sum\:\:ac4C\:peak(1+2+3\cdots\:+n)$$

#### The e ac4C fold change (FC) in individual mRNAs was analyzed

The FC of ac4C-mRNA reflects the degree of change in the overall acetylation level of mRNA in the WT group compared to the 5×FAD group. To circumvent the potential issue of a zero denominator in the FC calculation, we incorporated a value 1 into the fold enrichment (FE) of ac4C. For ac4C-modified mRNA detected in both the 5×FAD and WT groups, differential expression analysis was performed using the limma package in R. An ac4C-modified mRNA was considered differentially expressed if the adjusted p-value (adj.p.val) was less than 0.05 and the fold change was greater than or equal to 2. For ac4C-modified mRNA detected exclusively in either the 5×FAD or WT group was considered differentially expressed if the fold change was greater than or equal to 2, regardless of statistical significance. The FC of ac4C-mRNA was calculated using the following quantification index:

$$\:FC\:\:of\:\:ac4C\:mRNA=\frac{\left(FE\:\:of\:\:ac4C\:mRNA+1\right)in\:\:5\times\:FAD}{\left(FE\:\:of\:\:ac4C\:mRNA+1\right)in\:\:WT}$$

#### RNA-seq

In summary, total RNA was initially subjected to ribosomal RNA (rRNA) depletion through the use of the GenSeq^®^ rRNA Removal Kit (GenSeq, Inc.), per the manufacturer’s instructions. Subsequently, the rRNA-depleted samples were processed for library construction using the GenSeq^®^ Low Input RNA Library Prep Kit (GenSeq, Inc.). The quality and quantity of the library were evaluated using the Agilent Bioanalyzer 2100 system (Agilent Technologies, Inc., USA). The sequencing was conducted on an Illumina NovaSeq platform, generating of 150 bp paired-end reads.

The quality of the sequencing data was evaluated using Q30 metrics. Low-quality reads and 3’ adapter sequences were removed using the Cutadapt software (version 1.9.3). The remaining high-quality reads were then aligned to the reference genome using the HISAT2 software (v2.0.4). The raw counts were generated using HTSeq software (version 0.9.1). Transcripts per kilobase million (TPM) were calculated to assess similarities and differences between samples. The identification of differentially expressed genes (DEGs) was conducted using the edgeR (v3.16.5) software, which involved normalizing raw counts and calculating fold change between the two sample groups. A gene was considered to be differentially expressed if the p-value was less than 0.05 and the fold change was greater than or equal to 2.

#### Principal component analysis (PCA)

The dimensionality of the omics data was reduced using principal component analysis (PCA) to facilitate the assessment of similarities and differences between samples [54, 55]. For instance, in the context of proteomics data, proteins exhibiting a variance of 1 or less across samples were excluded, as they were deemed inconsequential for PCA analysis. Each protein’s median absolute deviation (MAD) was calculated and subsequently ranked in descending order. Only the top 50% of proteins, based on their MAD values, were selected for PCA to minimize the influence of background noise.

#### Gene ontology and functional category analysis

Gene Ontology (GO) analysis was performed to identify enriched GO terms among differentially acetylated genes and differentially expressed proteins using the clusterProfiler package in R. The functional roles of these genes were categorized into three major GO domains: Molecular Function (MF), Biological Process (BP), and Cellular Component (CC). GO terms with a false discovery rate (FDR)-adjusted p-value of < 0.05 were considered statistically significant and visualized using custom R scripts. In addition, the clusterProfiler package was used to annotate genes involved in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. A p-value threshold of < 0.05 was used to determine significant pathway enrichment, with results visualized accordingly.

#### Protein-protein interaction (PPI) network analysis

Genes consistently downregulated in proteomic and acRIP-seq analyses of 5×FAD mice, relative to WT controls, were selected for further Gene Ontology (GO) analysis. The top five enriched Biological Processes (BP) were then intersected with genes identified as downregulated in human hippocampal proteomics [33] to enhance translational relevance.

To investigate the functional and physical interactions among these genes, a protein-protein interaction (PPI) network was constructed using the STRING database (version 12.0, https://string-db.org/), applying a minimum confidence score of 0.4 to ensure reliable interactions [56]. The PPI network was visualized in Cytoscape (version 3.10.1), and network clusters were further analyzed using the Molecular Complex Detection (MCODE) algorithm (v2.0.3) to identify densely connected components, highlighting potential core modules within the network.

### Statistical analysis

Cumulative distribution was analyzed using the Kolmogorov-Smirnov test in R, while the percentage of ac4C summits within mRNA regions was assessed by chi-square test in R. The CIBERSORT algorithm in R was utilized to identify the enriched cell types associated with the decreased expression of key protein-related genes in the hippocampus of 5×FAD mice. Unless otherwise specified, all other data are presented as mean ± SEM. Sample sizes were determined based on prior studies and met statistical power requirements. Statistical analysis was conducted using an unpaired, two-tailed Student’s t-test for data with a single experimental variable and normal distribution. Two-way ANOVA was applied for datasets with multiple experimental variables, followed by post hoc multiple comparison tests (Tukey, Dunnett, or Sidak) as appropriate. Correlations between bivariate variables were evaluated using the Phi correlation coefficient, with|phi| < 0.3 considered indicative of low relevance. All statistical analyses were performed using GraphPad Prism (version 9.5). Statistical significance is denoted as follows: ****P < 0.0001, ***P < 0.001, **P < 0.01, and *P < 0.05.

The following software and algorithms were utilized for the quantification and statistical analysis of proteomics and ac4C epitranscriptomic data.

**Table:** 

Software and algorithms, application, authors		
R v4.4.0	Statistical computing and graphics	R Core Team, R: A Language and Environment for Statistical Computing, 2024.
ggplot2	Creating graphics, based on The Grammar of Graphics.	Hadley W et al., Springer Verlag New York 2016.
limma	Differential expression analysis of Protein or ac4C mRNA.	Matthew E Ritchie et al., Nucleic Acids Res, 2015.
ComplexHeat map	Arrange multiple heatmaps and support annotation graphics.	Gu Z et al. Bioinformatics 2016.
corrplot	Visualization of a Correlation Matrix	Taiyun Wei and Viliam Simko, 2024.
enrichplot	Visualization of Functional Enrichment Result	Yu G. 2024
circlize	Visualize the location of the target gene in the genome	Gu, Z. 2014
bedtools	Compare large sets of genomic features.	Aaron Q et al. Bioinformatics 2010.
PEAKS Online Xpro Software (v1.4)	peptide and protein identification.	Bioinformatics Solutions Inc., Waterloo, Ontario, Canada
cutadapt v1.9.3	Remove sequencing data adaptor.	Martin M. EMBnet, 2011.
Hisat2 v2.04	Mapping sequencing reads to a single reference genome.	Zhang Y et al. Genome Research 2021.
MACS v1.4.2	Identifying transcript factor binding sites.	Yong Z et al. Genome Biology 2008.
Pandas v2.1.4	Cleaning data.	The pandas development team. Zenodo 2020.
HTSeq (v0.9.1)	Analyzing high-throughput sequencing data.	Simon A et al. Bioinformatics 2014.
edgeR (v3.16.5)	Empirical analysis of digital gene expression data.	McCarthy DJ et al. Nucleic Acids Research 2012.
CIBERSORT	Cell-type identification by estimating relative subsets of RNA transcripts.	Aaron M et al. Nature methods 2015.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

All data are available in the main text, supplementary or source data files. The original data of acRIP-seq and RNA-seq are accessible via GEO database (GSE281343, GSE281676, GSE285655, and GSE286035). The mass spectrometry proteomics data were deposited at the ProteomeXchange Consortium via the iProX partner repository [57] under the data set identifier PXD057641.

## Abbreviations

ac4C: N4-acetylcytidine
mRNAs: Messenger RNAs
AD: Alzheimer’s disease
WT: Wild-type
acRIP-seq: Acetylated RNA immunoprecipitation sequencing
RNA-seq: RNA sequencing
acRIP: Acetylated RNA immunoprecipitation
RT-Qpcr: Quantitative Reverse Transcription Polymerase Chain Reaction
GO: Gene ontology
BP: Biological Processes
CC: Cellular Components
MF: Molecular Functions
KEGG: Kyoto encyclopedia of genes and genomes
Aβ: Amyloid-beta
m6A: N6-methyladenosine
m5C: 5-methylcytosine
NAT10: N-acetyltransferase 10
PS1: Presenilin-1
FOT: Fraction of Total
MAD: Mean absolute deviation
PCA: Principal component analysis
MBR: Match between run
TPM: Transcripts Per Million
FE: Fold enrichment
FC: Fold change
CDS: Coding DNA sequence
GRIN1: Glutamate ionotropic receptor NMDA type subunit 1
MAP2: Microtubule-associated protein 2
DNAJC6: DnaJ heat shock protein family (Hsp40) member C6
PV: Parvalbumin
NG: Neurogranin
So: Stratum oriens
Sp: Stratum pyramidale
Sr: Stratum radiatum

How the deposited data were processed for this re-analysis (not part of the article)

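Peaks of ac4C were measured by acRIP-seq in the hippocampus of mice aged 3 months, with 3 WT and 3 5×FAD samples. The data used here are the 6 peak lists of the acRIP libraries, 1 per sample. The 12 input and IgG-IP libraries of the series were not analysed here on their own. No column of another sample was used.

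The authors fragmented the RNA, pulled it down with an antibody against ac4C or with IgG and sequenced it with its input. According to the methods, reads were trimmed with Cutadapt 1.9.3, aligned with Hisat2 and peaks called with MACS 1.4.2 against the input, without its shift model or local background and with a read length of 150 bp. The submitters' processing notes name the build mm10, FastQC, cutadapt 1.9.3 and HISAT2 2.04. According to the methods, peaks on exons of protein-coding genes were kept and peaks overlapping an IgG-IP peak were removed. Peaks were called per sample, not on pooled samples.

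The fold enrichment (FE) of each peak is the authors' value, as deposited. According to the methods it is acRIP signal less IgG-IP signal over input, which was not recomputed here. The FDR column holds percent values from the authors' peak caller, as deposited, between 20.15 and 100. The score of each peak, -10 times the log10 of its p-value, is the authors' own, as deposited, and its lowest value is 40.05. It reaches 3100, the highest score listed, in 54.4% to 56.4% of the peaks of a sample. The methods' threshold on the adjusted p is 5%, and no listed peak has an FDR under it. By this column the lists were therefore not filtered at that threshold, and 853 to 1029 peaks per sample have an FDR of 100%. All listed peaks were counted, as set out for lists that were filtered already. In some cells a spreadsheet had turned a number or a gene name into a date. These cells were decoded, 2, 4 and 3 numbers in WT replicates 1, 2 and 3 and 2 in 5×FAD replicate 3, at most 1 gene identifier and at most 1 gene name per list. Afterwards 0 peaks had a length that did not match their start and end.

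The lists hold no read counts, so the depth per sample and the precision it gives are unknown here. Listed peaks per sample were 4151, 4558 and 4458 in WT and 3921, 3734 and 3881 in 5×FAD.

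Peaks of the 6 samples that overlapped by at least 1 bp were merged into regions, and the FE of a region or an mRNA is the sum over its peaks. A region or an mRNA was counted for a genotype with a peak in at least 2 of its 3 samples. FE was not scaled between samples. Values per sample were compared by two-sided exact permutation tests over the 10 splits of the samples, with a smallest p of 0.1. For mRNAs of both genotypes, limma was run on log2(FE + 1), with FE 0 for a sample without a peak, at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 2. Changed mRNAs are those of a single genotype, without a fold threshold, and the overlay mRNAs called by limma.

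The 26 gene lists, the tests, the rule for named genes and the other settings below, apart from those said to be added, were fixed before the data were examined. The lists cover the Alzheimer disease pathway, systemic lupus erythematosus, Alzheimer disease risk and amyloid processing, RNA modification, acetyl-CoA metabolism, translation, ribosomal proteins, the proteasome, chaperones, oxidative phosphorylation, immediate early genes, synaptic vesicles, glutamate and GABA signalling, ion channels, axon guidance, small GTPases, the cytoskeleton and markers of 8 cell types or states. They were written from background knowledge, the pathway lists after KEGG's maps but without KEGG's own lists. Each was tested by Fisher's exact test in both directions, and those with at least 5 overlay mRNAs by camera with a correlation of 0.01 and by fry. The genes named in the text are those the paper names, others set in advance, App, Thy1 and Nat10 among them, the 10 overlay mRNAs with the largest log2 fold change in each direction among those called and not overlapping between genotypes, the 5 with the highest FE found in all 3 samples of 1 genotype alone, and up to 4 members of each list. The heads of the paper's supplementary lists had been seen when that rule was written.

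Alternatives were stricter peaks (FE of at least 5), leaving out each sample, peaks shared only by identical ends or by 50% reciprocal overlap, a peak in all 3 samples, pseudocounts of 0.1 and 10, the highest or the mean FE of an mRNA's peaks, median centring, a minimum mean FE of 10, a block for the replicate number, another variance model and 1 fit over all mRNAs. An FDR under 1% leaves no peak. Other settings were added after seeing the data, which are the definition of the coding-sequence share, Pearson correlation on FE, the correlation restricted to regions called in either genotype, other region sets and scales for the principal components, overlay mRNAs found in all 6 samples, camera with an estimated correlation or a replicate block, and the authors' pathway column.

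Gene models and sequence were those of RefSeq for GRCm38.p6, the build the authors call mm10. The limma, camera and fry fits, the region counts, the Jaccard index, the exact permutation test, Fisher's exact test and the tests on repeats and on random placements were tried on simulated data, and the other steps were not. Over 1121 simulated overlay mRNAs, limma found 16 of 66 mRNAs changed 2 times, 27 of 67 changed 4 times and 52 of 67 changed 16 times, and called 6 of 921 unchanged ones. On the same 1121 mRNAs, 1 list, the glutamate receptors and scaffolds, was raised 4 times in 20 draws with all other mRNAs unchanged. Camera and fry found it in 20 of 20 draws and called 0 and 2 of 240 tests of unchanged lists. In the real data many other mRNAs changed, so these shares do not give the power of camera there. Fisher's exact test over 4493 mRNAs was tried with 1 list, the 53 regulators of small GTPases with peaks, set lower in about 80% of its members. It was found in 49 of 50 draws. Smaller lists and weaker shifts were not tried, so this does not give the power for them. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0, matplotlib 3.10.9, samtools 1.23.1, R 4.3.3 and limma 3.58.1 were used.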

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

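Of the tests in this part, that of peak ends, the test of nearness to the threshold for each genotype alone and the count of shared regions over other splits were chosen only after the result was seen.

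In the regions called in both genotypes, which the paper counts but does not compare in FE, mean FE in WT and in 5×FAD mice ran in opposite order, with a Spearman correlation of -0.382 across 497 regions. Over the other 9 splits of the 6 samples it lay between 0.782 and 0.869, and 10 splits are too few for a share under 0.05. Each of these 9 puts samples of both genotypes in both groups, so a positive correlation was to be foreseen there and does not test the order. Differing peak ends are argued against, as the correlation was -0.377 over the 224 regions with the same start and end in both genotypes. Without the 264 regions with a mean FE above 100 in either genotype it was 0.0108 over the other 233, so the order may rest on regions of high FE, which are more than a few, although leaving them out also narrows the range. A difference of the genotypes stays open and was not tested, as this design cannot tell it from any other difference between the groups of samples.

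Of 7941 regions called in either genotype, 497 (6.26%) were called in both, against 560 or more in the other splits. Only 1 of the 10 splits, the real one, had so few, and 10 splits are too few for a share under 0.05. In each other split, most samples of a group are of the same genotype, and regions of that genotype alone are called mainly there. Few shared regions were therefore to be foreseen in those splits, which do not test the low number. GC content is argued against, since a region of WT only had the higher GC with a probability of 0.517 (medians 53.0% and 52.6%). For regions called in 5×FAD mice, nearness to the calling threshold is argued against too, since of those of highest FE (from 77.8) only 11.4% had a peak in any WT sample (exact binomial 95% interval 9.11% to 13.9%, for counting error only), under the bound set for both genotypes together and less than the 20.2% of those of lowest FE. For regions called in WT it stays open, as 30.0% of those of highest FE (from 90.6) and 9.25% of those of lowest FE had a peak in a 5×FAD sample, and over both genotypes 21.3% of those of highest FE had one in the other, between the bounds set for either answer. Peaks that were called but removed by later filters cannot be told apart from absent ones. The numbering leaves 9106 to 9811 unlisted peaks per sample and excludes a removed peak for only 28.5% of the regions (13.6% when counted by mRNA). A difference of the genotypes stays open, untested, and cannot be told from any other difference between the groups of samples.

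In overlay mRNAs the ratio of median summed FE in 5×FAD to WT was 0.600, with a difference of -17.4 that was -9.37, -10.8 and -10.9 without 5×FAD replicate 1, 2 or 3 and -31.0, -32.1 and -32.0 without WT replicate 1, 2 or 3. Fewer peaks per mRNA are argued against as the whole cause, since the ratio was 0.602 for the median over mRNAs of the mean FE of an mRNA's peaks and 0.715 for the median FE over all their peaks. Missing peaks in single 5×FAD samples are argued against too, since over the 728 mRNAs with a peak in all 6 samples the ratio was 0.543 (58.4 ± 2.00 in WT and 31.7 ± 1.89 in 5×FAD, SD, n = 3). A difference in scale between the lists stays open, because FE was not scaled between samples, although the ratio over all listed peaks was 0.910 for the median and 0.947 for the mean FE, and that of “AD unique” mRNAs in 5×FAD to “AD absent” mRNAs in WT was 1.04, which are other mRNAs and leave a common factor neither shown nor excluded. All 5×FAD samples lay below all WT samples in median summed FE (exact permutation test, p = 0.1, the smallest possible). The genotype as the cause stays open as well, since this design cannot tell it from any other difference between the groups of samples.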

How the results depend on the processing

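The authors' pathway column, the estimated correlation, the block for camera and the overlay mRNAs found in all 6 samples were chosen only after the results were seen. For the 22 results that answer a comparison, 200 alternative values were computed. Of those leaving out a sample, 110 were the same, 1 passed the threshold and 1 turned. Of the others, 81 were the same, 1 passed, 1 no longer passed and 5 moved. For a count, which has no threshold, the same means within a factor of 1.5 of the main value. For a result with a test, the same means direction and side of the threshold, not size. Exact permutation tests give no p under 0.1 here, so their results could not change side. For those, the same means only that the direction held. The difference in median FE of overlay mRNAs, -17.4, was -6.53 over all ac4C mRNAs of each sample and with a sample left out lay between -32.1 (without WT replicate 2) and -9.37 (without 5×FAD replicate 1). The difference in coding-sequence share, -1.75 percentage points, was -1.09 by RefSeq midpoints, chosen after the results were seen. The one that no longer passed was Map2, at a log2 fold change of -0.94 with the mean FE of its peaks, less than a fold change of 2. For 28 named genes with 410 values, 130 leaving out a sample and 278 others were the same, and 2 were lost, Enpp2 (2.26, adjusted p = 0.0600 from limma) and Nos1 (-0.95, less than a fold change of 2), both with the mean FE of their peaks. The cause of these losses was not tested. With identical start and end 224 regions were shared, and with a peak in all 3 samples 245 (497 otherwise), with 728 mRNAs in both genotypes (1121 otherwise), since these rules ask for more. In 1 fit over 4493 mRNAs, 1780 were lower and 1453 higher (362 and 233 over 1121), since mRNAs of a single genotype are then tested too. The odds ratio of the Alzheimer disease pathway lay between 0.631 (without WT replicate 2) and 1.05 (without 5×FAD replicate 1, Fisher p = 1), against 0.797. The log2 fold change of Dnajc6, -2.84 and not past the threshold, lay with a sample left out between -2.86 (without WT replicate 3) and -1.63 (without 5×FAD replicate 2, adjusted p = 0.00453 from limma), the latter without the sample that had no peak. It was -1.51 with a pseudocount of 10 (adjusted p = 0.0124 from limma), where a missing peak weighs less, and -3.99 with one of 0.1 (adjusted p = 0.170 from limma), where it weighs more. Over its alternatives the adjusted p lay between 0.00453 and 0.207. Without 5×FAD replicate 1 or 3, Dnajc6 is no overlay mRNA. The depth is unknown, so no limit from depth can be given, and a region without a peak has no upper limit. A threshold of 1% on the FDR left no peak and was not run.

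With the replicate number as a replicate block, 331 overlay mRNAs were lower and 206 higher, and camera called 0 lists (smallest adjusted p = 0.853), 0 without the block as well and 0 at an unadjusted p under 0.05, while fry called 7 lists with the block and 11 without it, of which 5 are the same lists and none is among the 4 that were up without it. The deviations of samples with the same number correlated at -0.000380, -0.00775 and -0.0350, and those of other numbers between -0.0353 and 0.0381, so the samples did not correlate best with their own number and share only a number.

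Splits of the 6 samples into 3 and 3 are 10, too few for a share under 0.05. In every split but the real one, both groups hold samples of both genotypes. The counts of lower and higher overlay mRNAs, 362 and 233, were reached by 1 split each, the real one, and the highest other was 0 by limma. In the mixed groups the difference between the genotypes adds to the spread within a group, so that 0 is no test of the calls. For mRNAs in both genotypes 1 split was as low (1121, lowest other 1216), for those in WT but not in 5×FAD mice 1 split was as high (1817, highest other 1586) and for the reverse 4 splits (1555, highest other 1586), where the group of a split with the higher count was taken. In the group with more 5×FAD samples the highest other was 1366. An mRNA with peaks in a single genotype is counted mainly for the group with more samples of that genotype. The mixed splits thus largely repeat the real one, so these counts of mRNAs are not tested by them either. For gene lists the real count was 0 by camera (highest other 0) and 0 by Fisher's exact test (highest other 4), so that all 10 splits were as high by construction and nothing was tested.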

Differences from the paper's values

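The counts of peaks and mRNAs were made without the paper's filter on mRNAs seen by RNA-seq and over lists in which no FDR lies under 5%, the threshold the paper gives for the adjusted p. Pearson correlation on FE, the reproducible regions only, the authors' pathway column and the other region sets for the principal components were chosen only after the values were seen.

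The paper's number of systemic lupus erythematosus genes among the changed mRNAs is 4, and here it was 11, with a list that is not KEGG's own. It was 10 or 11 under all the alternatives set before the data were examined, so none comes within the paper's value, and 13 by the authors' pathway column. The paper's Kolmogorov-Smirnov p between “AD absent” and “AD unique” mRNAs is 0.3581, and here it was 0.154 (n = 1817 and n = 1555 mRNAs), with no alternative set in advance.

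The correlation of FE within genotypes is about 0.84 in the paper (Fig. 4B, read by eye) and was 0.744 here. It was 0.765 by Pearson correlation on log2(FE + 1), 0.961 over the regions with a peak in all 6 samples and 0.743 with stricter peaks, all of which differ from it. Between genotypes it is about -0.08 in the paper (Fig. 4B, read by eye) and was -0.519 here, and -0.444, -0.348 and -0.540 under these alternatives, which all differ. Of the settings chosen after seeing the values, Spearman correlation over reproducible regions only gave 0.806 and -0.624, and Pearson correlation on FE gave 0.787 and -0.0589, but the legend of Fig. 4 names Spearman's coefficients.

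The first principal component holds about 38% and the second about 24% of the variance in the paper (Fig. 4C, read by eye), and 97.6% and 0.864% here. No alternative was set in advance. The settings added after seeing the values gave 85.5% and 4.69%, 86.0% and 5.11%, and 79.4% and 6.24%, which differ as well.

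The paper's supplement gives an adjusted p of 0.0014257 for Dnajc6, and here it was 0.0766 from limma. It lay above the paper's value under every alternative set before the data were examined, and was under 0.05 without 5×FAD replicate 2 (0.00453) and with a pseudocount of 10 (0.0124), between 0.0676 and 0.207 otherwise. The paper's log2 fold change for Dnajc6 is -2.22 and was -2.84 here.

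The paper states a stronger association of the changed mRNAs with the Alzheimer disease gene set than with that of systemic lupus erythematosus, by a chi-squared test with Yates' correction (Fig. 5I legend). Here the odds ratio of the list written for the former against that for the latter was computed only among list genes with ac4C peaks. It was 1.65 (115 of 134 changed against 11 of 14, Fisher p = 0.439). With a sample left out it lay between 0.597 (without WT replicate 2, Fisher p = 1), which is the reverse, and 2.90 (without 5×FAD replicate 1, Fisher p = 0.145). Its direction among genes with peaks is therefore not settled. Of the whole lists, 115 of 333 and 11 of 114 genes were changed, a larger share of the former, in the paper's direction. That comparison was not tested here. In another comparison, which is not the paper's, 115 of 134 genes of the Alzheimer disease list were changed, against 88.4% of all other ac4C-modified mRNAs (odds ratio 0.797, Fisher p = 0.341).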

Other observations

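No test in this part was chosen after its result was seen. App, whose human form is a transgene of the line, had ac4C peaks in its coding sequence in all 3 WT samples (chromosome 16, 84965670 to 85120697, summed FE 36.2 ± 11.3, SD, n = 3) and no called peak in 5×FAD mice. Thy1, whose promoter drives the transgenes, had a coding-sequence peak in the 3 WT samples (chromosome 9, 44046614 to 44046952, FE 19.1 ± 4.38, SD, n = 3) and none in 5×FAD mice. Gapdh and Nat10, which encodes the enzyme that writes ac4C, had no peak in any sample. Reads of the human transgenes were not told apart from mouse reads here. The paper's text does not name these genes among its acRIP-seq results.

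Among the overlay mRNAs with the largest changes, Gldc, the glycine decarboxylase of mitochondria, had a log2 fold change of 8.64 (adjusted p = 0.00143 from limma) and the chemokine Ccl7 one of 8.33 (adjusted p = 0.000972 from limma), both with a peak in only 2 of the 3 WT samples. Spry1, an inhibitor of growth factor signalling, was lower by limma, with an FE of 912 ± 30.8 in WT and 5.26 ± 5.10 in 5×FAD mice, where 2 of 3 samples had a peak (SD, n = 3). Trf, the transferrin of oligodendrocytes (60.5 ± 3.38), and Nr4a3, an immediate early gene (63.4 ± 2.70), had peaks in WT only. The insulin-like growth factor binding protein gene Igfbp2 (159 ± 20.0) and Anpep (123 ± 27.7) had peaks in 5×FAD mice only (SD, n = 3).

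A hypothesis was that called regions hold more runs of CXX triplets, C followed by any 2 bases, than other parts of the same mRNAs. At least 4 CXX in a row lay in 49.8% of the WT regions and 48.9% of the 5×FAD regions, against 44.6% and 44.3% in windows of the same length on the same transcripts (highest of 200 draws 46.5% and 46.4%). The difference, 4.89 percentage points on average, is in line with the hypothesis, but position in the coding sequence was not controlled for. GC content was not controlled for either, and the regions' median GC was higher than that of their transcripts (53.1% and 51.0% in WT, 52.7% and 50.7% in 5×FAD mice), which could account for more such runs.

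Another hypothesis was that the genotypes carry their peaks at other positions of the same overlay mRNA, no closer than by chance. Of 1101 overlay mRNAs with a gene model, 38.6% had a region called in both genotypes, against a mean of 18.2% and a highest value of 21.4% over 1000 random placements, 17.2 percentage points lower. The placements ran evenly over all annotated exons of a gene, expressed or not. They did not keep peak ends on exon ends, where 70.6% of the listed peaks had one. Both could raise the observed share above the random one, so the test argues against this hypothesis only as measured against even placement. Places on coding sequence and untranslated regions were not told apart in it.

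Of the paper's 889 mRNAs higher at 6 months, 344 were among the 4493 with peaks in at least 2 samples of a genotype here. Of these, 137 were also higher at 3 months, where 136.9 are expected of independent lists. Of its 610 lower at 6 months, 253 were among the 4493. Of these, 134 were lower at 3 months, where 122.7 are expected (Fisher p = 0.154, adjusted p = 0.617 over 4 tests). The expected numbers hold only within the 4493 mRNAs, of which 1788 were higher and 2179 lower. The other mRNAs of the 6-month lists could not overlap. Of the paper's 1464 “AD unique” mRNAs, 1450 were also found here. All 200 of its higher overlay mRNAs had the same direction and 169 were called, with a median absolute difference of 0.14 in log2 fold change.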
